# A Microbe Associated with Sleep Revealed by a Novel Systems Genetic Analysis of the Microbiome in Collaborative Cross Mice

**DOI:** 10.1534/genetics.119.303013

**Published:** 2020-01-02

**Authors:** Jason A. Bubier, Vivek M. Philip, Christopher Quince, James Campbell, Yanjiao Zhou, Tatiana Vishnivetskaya, Suman Duvvuru, Rachel Hageman Blair, Juliet Ndukum, Kevin D. Donohue, Carmen M. Foster, David J. Mellert, George Weinstock, Cymbeline T. Culiat, Bruce F. O’Hara, Anthony V. Palumbo, Mircea Podar, Elissa J. Chesler

**Keywords:** sleep, genetics, genomics, bioinformatics, behavior

## Abstract

The microbiome influences health and disease through complex networks of host genetics, genomics, microbes, and environment. Identifying the mechanisms of these interactions has remained challenging. Systems genetics in laboratory mice (*Mus musculus*) enables data-driven discovery of biological network components and mechanisms of host–microbial interactions underlying disease phenotypes. To examine the interplay among the whole host genome, transcriptome, and microbiome, we mapped QTL and correlated the abundance of cecal messenger RNA, luminal microflora, physiology, and behavior in a highly diverse Collaborative Cross breeding population. One such relationship, regulated by a variant on chromosome 7, was the association of *Odoribacter* (Bacteroidales) abundance and sleep phenotypes. In a test of this association in the BKS.Cg-*Dock7^m^* +/+ *Lepr^db^/*J mouse model of obesity and diabetes, known to have abnormal sleep and colonization by *Odoribacter*, treatment with antibiotics altered sleep in a genotype-dependent fashion. The many other relationships extracted from this study can be used to interrogate other diseases, microbes, and mechanisms.

## Abstract (precis)

Host genetic diversity provides a variable selection environment and physiological context for microbiota and their interaction with host physiology. Using a highly diverse mouse population, Bubier et al. identified that Odoribacter abundance influences sleep archi-tecture in a manner...

THE human microbiome has been implicated as an important factor in health and disease (Wen *et al.* 2008); however, the mechanisms by which it influences human physiology are largely unknown. Experiments that manipulate specific genetic, molecular, and microbial components of the microbe–host interface are essential for the dissection of these mechanisms (Vijay-Kumar *et al.* 2010), but the identification of targets for experimental manipulation remains a significant challenge. However, both microbial community composition and its effects on host health are modulated by host characteristics that exhibit heritable variation (Benson *et al.* 2010; Campbell *et al.* 2012; McKnite *et al.* 2012; Snijders *et al.* 2016), providing the opportunity to use population systems genetic strategies to identify genetic variants and associated traits to serve as entry points for investigating key functional pathways at the microbe–host interface (Willing *et al.* 2010; McKnite *et al.* 2012; Knights *et al.* 2014).

Studies of the gut microbiome have produced convincing evidence for a microbial influence over many host traits including human gastrointestinal disorders (Willing *et al.* 2010; Knights *et al.* 2014; Machiels *et al.* 2014), metabolic traits, diabetes (Wen *et al.* 2008; Vijay-Kumar *et al.* 2010), and obesity (McKnite *et al.* 2012; Carlisle *et al.* 2013; Parks *et al.* 2013). Perhaps more surprising is the influence of gut microbiota and the metabolites they produce on the brain (Bravo *et al.* 2011; Lewin *et al.* 2011; Carter 2013; Valles-Colomer *et al.* 2019) and circadian behaviors such as sleep (Leone *et al.* 2015). Despite the importance of these microbial influences, the mechanisms of many of these interactions remain unknown.

There have been many well-documented relationships between host genetic variation, intestinal flora composition, and disease reported in human genetic analyses (Deloris Alexander *et al.* 2006; Khachatryan *et al.* 2008; Turnbaugh *et al.* 2009; Goodrich *et al.* 2014; Jacobs and Braun 2014; Knights *et al.* 2014). Because mice and humans harbor similar microbiota at high taxonomic levels (Ley *et al.* 2008; Krych *et al.* 2013), systems genetic analysis in laboratory mice can be an effective tool for discovering the mechanisms of host–microbe interactions in a large-scale, data-driven manner. This quantitative genetic approach provides a means of holistic assessment of the relationships between hosts, microbes, and diseases through the use of population genetic variation, one of the greatest determinants of microbial community composition in mice (Deloris Alexander *et al.* 2006; Campbell *et al.* 2012). The study of natural genetic variation (Campbell *et al.* 2012) and engineered mutations (Turnbaugh *et al.* 2006; Spor *et al.* 2011) also enables deep dissection of the biology of the microbiome, and discovery of host genetic loci that regulate microbial abundance (Benson *et al.* 2010; McKnite *et al.* 2012). The transcriptome of the cecum provides insight into the host microenvironment by quantifying the relative abundances of transcripts encoding host pathways involved in metabolic responses, the production and presentation of cell-surface antigens, and constituents of the immune system, such as the gut-associated lymphoid tissue, among other host processes that both shape and respond to gut microbiota.

The Collaborative Cross (CC) mouse population, (Churchill *et al.* 2004; Chesler *et al.* 2008) constructed from the cross of eight diverse inbred progenitor strains, was designed for high-precision (Philip *et al.* 2011) and high-diversity systems genetic analysis. The host genetic variation among this population results in diverse microbiome compositions (Campbell *et al.* 2012), and physiological and behavioral phenotypes. This population has been used to identify QTL regulating the abundance of fecal microbes (Snijders *et al.* 2016). Here, we use host transcriptomic, in addition to genetics and microbiome, analysis to find host mechanisms related to disease. Genetic correlations among these characteristics are used to construct systems genetic networks (Figure 1). Interrogation of these networks at the level of transcripts, microbes, and phenotypes enables the study of mechanisms of microbiota influence on health and disease by identifying causal mechanisms responsible for phenotypic correlations.

**Figure 1:**
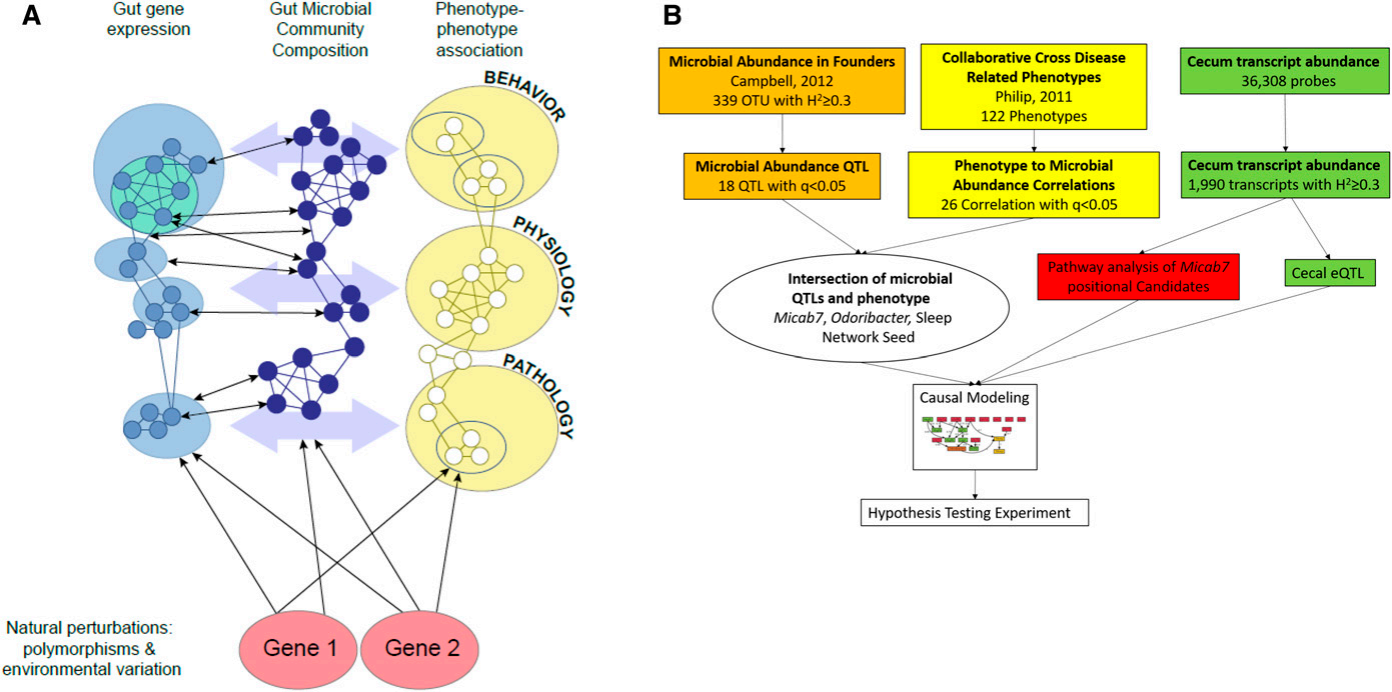
(A) The systems genetic model and gut microbiomics. Genetic variation in a host population together with the environment interact to affect intestinal gene expression in the host, microbial abundance, and disease-related traits in the host. There is significant bidirectional interplay among the microbiome, host gene expression, and disease-related phenotypes; however, the effect of host genotype is unidirectional, and therefore causal. (B) The analysis and decision steps used in this study of the relationship of the microbiome, cecal transcriptome, phenotype, and genotypes of Collaborative Cross mice, and then the analysis used in the validation experiment.

Here, we integrate data for host genotype, disease-related phenotypes, gut microbiome composition, and associated gut gene expression to develop a systems genetic network for the gut–microbiome interaction and its effects on host health. Specifically, we performed an integrative analysis leveraging cecal messenger RNA (mRNA) levels, luminal microbiome, physiology, and behavior from over 100 incipient strains of the CC population. Through the analysis of relationships among these measurements, we apply systems genetic analysis to identify a microbe involved in sleep disorders.

## Materials and Methods

### Mice

The breeding of the CC at Oak Ridge National Laboratory (ORNL) has been described previously (Chesler *et al.* 2008). Mice from each of the eight inbred progenitor strains consisting of five common inbred strains (A/J, C57BL/6J, 129S1/SvImJ, NOD/LtJ, and NZO/HILtJ) and three wild-derived inbred strains (CAST/EiJ, PWK/PhJ, and WSB/EiJ) were randomly assigned to one of a roughly balanced set of breeding schemes, which dictated the order in which strains were crossed. The strains were crossed pairwise to create a G1 generation, and these were crossed pairwise to make the four-way G2 generation, then crossed again to make the G2:F1 generation. The G2:F1s were crossed and the progeny randomly assigned to one of three mating pairs, of which one was randomly chosen as the priority pair to contribute to the next generation. If this mating was nonproductive, the offspring of the next ranked pair were used. To prevent die-out at advanced generations, backcrossing was also used in rare instances. A line was considered lost if no progeny were born after several breeding attempts using these strategies. Phenotyping and genotyping were performed in at least one breeding pair per line from generations G2:F5–G2:F8 for QTL analysis; most genotyped mice came from the G2:F5 generation, which we estimate to be 75% inbred (Philip *et al.* 2011).

All mice were housed at the William L. and Liane B. Russell Center for Comparative and Functional Genomics at ORNL. All animal protocols were reviewed and approved by the ORNL Institutional Animal Care and Use Committee (#0367; approval). They were maintained in separate cages either individually or with same-sex siblings, subjected to a light:dark cycle of (14:10), and allowed *ad libitum* access to the standard rodent chow (#5053; irradiated Purina Diet). Water was delivered via an automatic watering system chlorinated to 3–5 ppm. Cages contained Harlan Softcob bedding, with one nestlet enrichment device in each cage. Of the 650 CC lines initiated, 414 lines with at least a single male or female survived to the G2:F5 generation. Litters were weaned at ∼3 weeks of age into breeding pairs, until they entered the phenotyping protocol. Details of the CC Breeding population can be found in Philip *et al.* (2011).

BKS.Cg-*Dock7^m^* +/+ *Lepr^db^/J* mice (referred to here as db/db mice) were obtained from the Jackson Laboratory production colony, and used for the sleep and *Odoribacter* abundance experiments at The Jackson Laboratory. All animal protocols were reviewed and approved by The Jackson Laboratory Institutional Animal Care and Use Committee (#010007; approval).

### Phenotyping

When grandprogeny were born, members of the CC breeding population were subjected to high-throughput analysis broadly reflecting behavior, morphology, and physiology (Philip *et al.* 2011). Phenotypes included wildness, activity monitoring in open field, light/dark box, piezo sleep, hot plate, tail-clip, blood chemistry and cell counts, and fasting glucose. Dissection metrics of body weight and length, organ and fat pad weights, and bone composition were used. All CC phenotyping data and protocols are publicly available at the Mouse Phenome Database (phenome.jax.org; accession Chesler3).

### Dissection

Adult mice were euthanized with carbon dioxide and the cecum dissected. The number of animals varied such that for microbial abundance, 108 male and 108 female unique strains were used, and for genotyping 102 male and 99 female mice were used. Cecal contents were manually extruded and snap frozen. Each strain of mice was separately housed from the other strains, preventing any cohousing caging effects. The cecum tissue was extensively flushed with cold saline to get rid of residual fecal matter and snap frozen in RNAlater. All snap-frozen samples were stored at −80°.

### Extraction of microbial genomic DNA

DNA was extracted and the 16S ribosomal RNA (rRNA) gene amplified from cecum contents using a protocol modified from that of Ley *et al.* (2008), as previously described (Campbell *et al.* 2012). Approximately 100 mg of cecum contents was added to a 2-ml screw-capped tube containing 1 g of silica/zirconia beads (0.1 mm; BioSpec Products, Bartlesville, OK), 500 μl of phenol:chloroform:isoamyl alcohol (25:24:1), and 210 μl of 20% SDS. Headspace was filled with cold DNA extraction buffer (200 mM Tris at pH 8, 200 mM NaCl, and 20 mM EDTA). Bead tubes were attached to a vortex adapter (MO BIO, Carlsbad, CA) and shaken horizontally at high speed for 10 min. The aqueous phase was washed three times with phenol:chloroform:isoamyl alcohol (25:24:1) in phase gel lock tubes (QIAGEN, Valencia, CA). Nucleic acids were precipitated with 1 vol ammonium acetate (7.5 M) and 2 vol isopropanol, and incubation at −20° for ≥ 1 hr. Precipitated nucleic acids were concentrated by centrifugation at 15,000 × *g* for 15 min then dissolved in TE buffer. RNase A digestion (100 U) was performed for 30 min at 37°. Genomic DNA (gDNA) was precipitated with 0.1 vol sodium acetate (3 M, pH 5.5) and 3 vol ethanol, and incubation at −20° for ≥ 1 hr. Again, DNA was concentrated by centrifugation at 15,000 × *g* for 15 min, and pellets were washed twice with 70% ethanol, air dried, and dissolved in PCR-grade water. Mock extractions without cecum contents were used as negative controls.

### Preparation and pyrosequencing of the small subunit rRNA gene amplicon libraries in CC mice

Amplicon libraries of both V1–2 and V4 regions of the 16S small subunit (SSU) rRNA gene were obtained using protocols we described previously (Campbell *et al.* 2012). Amplification of the V1–2 region was performed in 50-μl reactions composed of 10X polymerase buffer (Invitrogen, Carlsbad, CA), 200 μM each dNTP, 3 mM MgSO_4_, 300 nM of forward primer (MWG Operon, Huntsville, AL), 300 nM reverse primer mix (MWG Operon), 1 U of Platinum Taq DNA Polymerase High Fidelity enzyme (Invitrogen), and 100 ng of gDNA. We used a modification of the 27F primer (Frank *et al.* 2008) fused to 6-nt multiplexing tags and to the 454-FLX sequencing primer A (5′-GCCTCCCTCGCGCCATCAGxxxxxx**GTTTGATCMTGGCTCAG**-3′), where the x region represents the multiplexing tag and the SSU rRNA primer is bold. A single reverse primer (5′- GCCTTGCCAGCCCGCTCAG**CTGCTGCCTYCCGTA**-3′) modified from Weisburg *et al.* (1991) was also used. Each amplification began with a denaturation step of 94° for 2 min followed by 25 amplification cycles of 94° for 20 sec, 53° for 30 sec, and 68° for 45 sec. A final extension at 68° for 3 min followed the amplification cycles. All amplicons were visualized on agarose gels for quality and subsequently purified from amplification reactions using Agencourt AMPure reagents (Beckman Coulter, Danvers, MA). A final check of amplicon quality and quantity was performed on an Agilent (Santa Clara, CA) Bioanalyzer using DNA 1000 reagents. Sequencing was performed on a 454-FLX instrument (Roche, Indianapolis, IN) following the manufacturer’s recommendations. Amplicon libraries V4 regions of 16S SSU rRNA gene were obtained using barcoded primers and sequenced using a 454-FLX instrument (Roche), using 40 samples per plate.

### Operational taxonomic unit-based sequence analysis

We utilized a taxonomy-independent analysis approach that classifies the sequences into operational taxonomic units (OTUs) based on sequence similarity (genetic distance), to avoid skewing the results with taxonomic relationships (Schloss and Handelsman 2004). High-throughput sequencing reads from the CC samples were clustered in the same analysis as the previously reported progenitor samples (Campbell *et al.* 2012). Reads were processed using the AmpliconNoise pipeline of Quince *et al.* (2011). The raw reads were filtered and trimmed using the underlying signal intensities or flowgrams generated by the 454 pyrosequencer. The first uncertain signal in each flowgram was found, *i.e.*, one with a value between 0.5 and 0.7, and the read truncated at this point. If this flow occurred prior to the 360th position in the 800 positions of the FLX Titanium read then it was discarded. In addition, all reads were truncated at the 720th flow. The flowgrams were then denoised using the PyroNoise step of the AmpliconNoise pipeline (Quince *et al.* 2009), which removes homopolymer errors. The flowgrams were then translated into sequences and further clustered by SeqNoise to eliminate PCR point errors, prior to chimera identification with Perseus. The filtered, denoised, and chimera-checked sequences were then clustered using a hierarchical clustering algorithm with average linkage and OTUs constructed at 3% sequence difference across all samples. Data were also analyzed with respect to taxonomic affiliation of the SSU rRNA gene fragments using the Ribosomal Database Project (RDP) Classifier set at an 80% confidence threshold. Counts of individual sequence hits to each annotated sequence cluster were obtained, providing a quantitative metric of relative microbial abundances at taxonomical classification levels that are comparable across human and mouse. Similarity of microbial profiles within and across mouse strains was evaluated, and host-specific microbial sequence clusters were identified.

### Heritability of microbial abundance

Intraclass correlation coefficients, which are used to estimate broad-sense heritability, were obtained from variance components attributable to progenitor mouse strain and residual error, based on data from a previous study in these strains (Campbell *et al.* 2012). The variance components were estimated using a linear mixed model including strain as a random effect. The strain intraclass correlation coefficients were calculated separately for females and males. The R/lme4 (http://www.r-project.org, R 3.1.2) package was used for these calculations (Supplemental Material, Table S1).

### Genotyping

A custom array using the Illumina iSelect platform for the Infinium system was developed for SNP genotyping as previously reported (Philip *et al.* 2011). Briefly, this array was based upon a subset of the 11,969 SNPs from the NIEHS-Perlegen SNP combined panel (Yang *et al.* 2007). The set was designed to discriminate all eight founder haplotypes and was optimized so that, for any SNP on the array, the maximum density of informative markers was used.

### mRNA preparation

Each dissected cecum was filled with a solution of 1.5 mM KCl, 96 mM NaCl, 27 mM sodium citrate, 8 mM KH_2_PO_4_, and 5.6 mM Na_2_HPO_4_ (pH 7.3) and incubated at 37°, after which the intestines were rinsed and filled with phosphate-buffered saline, 1.5 mM EDTA, and 0.5 mM dithiothreitol and incubated at 37° in a conical centrifuge tube. After an incubation time of 15 min, the tube was centrifuged at 900 × *g*. The resulting pellet was rinsed three times in phosphate-buffered saline (centrifuged at 900 × *g* for 5 min after each rinse). The resulting cell pellet was suspended in TRIzol (Invitrogen) and RNA was purified by column chromatography, as specified by the manufacturer’s protocol. Purified total RNA was fluorescently labeled with riboGreen (Invitrogen) and quantitated using a Spectamax Gemini XPS spectrofluorometer (Molecular Devices). RNA was then prepared for assay by dilution to 50 ng/µl in RNase-free water and transferred to a clean 1.5-ml assay tube.

### Whole-genome murine gene expression microarrays

All assay methods conformed to the exact protocol listed in the Whole-Genome Gene Expression Assay Manual. Diluted RNA (11 µl, ∼500 ng) was converted to biotinylated complementary RNA (cRNA) using the Illumina TotalPrep RNA Amplification Kit (Ambion). First, single-stranded cDNA was synthesized from the total RNA using the T7 Oligo (dT) primer, then converted to double-stranded cDNA using a combination of DNA polymerase and RNase H. Second, the cDNA was transcribed to biotinylated cRNA using the T7 enzyme and biotin-labeled NTPs. The resulting cRNA was column purified, quantitated, and diluted to 150 ng/µl in RNase-free water. The sample was then applied to a BeadChip (Illumina Mouse WG-6 v2 BeadChip) and hybridized overnight at 58° to allow the cRNA to anneal to the oligonucleotides corresponding to their specific gene. The BeadChips were then washed, blocked with E1, and fluorescently labeled with streptavidin-Cy3. BeadChips were dried by spinning at 300 rpm for 4 min in a benchtop centrifuge and imaged using the Illumina BeadArray Reader. Image data obtained from the BeadArray Reader were analyzed using BeadStudio version 3.0.19 with Gene Expression module 3.0.14. Rank invariant normalization was used with no background subtraction. We filtered the probes that targeted polymorphic sequences due to the bias introduced by microarray probe-target variation in genetic studies and the high density of mouse polymorphisms in the CC. The probes on the Illumina Mouse WG-6v2.0 BeadChip were tested by comparing the sequenced genomes from the Wellcome Sanger Institute (https://www.sanger.ac.uk/) (Yalcin *et al.* 2012) to determine if they contained a SNP between the strains. In total, 8972 probes were removed due to SNPs in one of the eight strains, and 36,308 probes remained for subsequent QTL mapping and genetic correlation analysis.

### Expression QTL mapping

For genetic mapping of gene expression, particularly *cis*-expression QTL (eQTL), large effects are detectable when the theoretical minor allele frequency (0.125 of the sample) is found in ≥20 mice (Valdar *et al.* 2006). To map the transcripts as individual traits, a SAS 9.1 (SAS Institute Inc., Cary, NC) heritability calculation was performed and probes/traits with heritability estimate (H^2^) < 0.30 were removed. This resulted in 1990 probes/traits to be mapped. Mapping of QTL was performed using a modified version of the DOQTL R package (Gatti *et al.* 2014). All genome scans were performed using the scanone() function in the DOQTL package with allele calls as input. A random effect was included to account for kinship effect. The *q*-values were calculated for each QTL to obtain multiple testing-adjusted *P*-values. An alternate model that used the CC mouse haplotypes and existing sequence data from the Sanger Mouse Genomes Project, and other sources, to infer individual mouse genotypes at all loci was used (Gatti *et al.* 2014). This enabled the application of genome-wide association to precisely identify those SNPs that predict phenotypic variation. The SNP association also improves precision, because the association is inferred directly at all polymorphic loci throughout the genome, rather than at specific typed SNPs, which may tag haplotypes with considerable numbers of linked polymorphisms. This latter approach improves statistical power because a single-SNP effect is estimated (one degree of freedom test) in contrast to the eight haplotype-specific effects that were used first.

### Mapping QTL for microbial abundance

In a genetic mapping and correlation study, genetic variation is randomized across the genome in the heterogeneous population, and each genotype is represented by multiple (∼1/8) individuals and segregates against a genetically randomized background. In this study, each mouse line resides in a distinct cage, further randomizing genetic and housing effects. Due to the large numbers of absent microbial OTU’s in individual mice, OTUs that were not present in ≥10% of the mice were removed, to ensure adequate power to detect correlations among traits and microbes. Application of this filtering step resulted in 846 OTUs in the incipient CC microbes data set. Each OTU was rank-Z-transformed and subjected to a genome-wide one-dimensional scan. The same methods were applied for the microbial QTL mapping as the eQTLs. The maximum LOD ratio of each OTU was recorded. Since the data were rank-Z-transformed, the first OTU was permuted and scanned 10,000 times to obtain genome-wide significance thresholds per trait. To account for the problem of multiple testing across the OTU’s, LOD scores were converted to an empirical *P*-value by calculating the proportion of permuted LOD scores found to be greater than the observed LOD score.

### Correlating OTU to behavior

Using previously reported phenotypes in the CC breeding population (Philip *et al.* 2011) we sought to correlate these with the microbial abundance of mice of the same line. We considered mice at generation G2:F5 and beyond. We performed missing value imputation for the behavioral phenotypes by replacing the missing values in G2:F5 with the next available value in the same breeding line, but with a higher generation. For example, if the phenotypic value for a certain mouse at G2:F5 was missing, we replaced this value by the value measured at G2:F6 or the value at G2:F7 if the value at G2:F6 was missing. Next, we removed all behavioral measures and OTUs containing only missing values or entirely zeros because these variables do not contribute to the genetic correlation analysis. There were a total of 205 animals in both data sets with 123 phenotypic measures and 13,618 OTUs. We computed the Kendall rank correlation coefficient (Kendall’s τ coefficient) for the behavioral phenotypes with OTUs using the cor.test() function in the R statistical framework (http://www.r-project.org/). Kendall’s τ is a nonparametric statistic that estimates the ordinal associations between two measures. The sign of the Kendall’s τ coefficient determines the direction of the relationship, while the magnitude of the correlation coefficient provides a measure of the strength of the relationship between behavioral phenotype and microbial abundance. Because of the sparse nature of the data, we handled the missing values by deleting all the cases with missing values. We hypothesized that there was no relationship between the behavioral phenotypes and the OTUs. The alternative was that there was a relationship in at least one behavioral phenotype and one of the OTUs. To investigate the relationship between the phenotypes and the OTUs, we performed the Student’s *t*-test implemented in the cor.test() function in R to test the hypothesis stated above. To account for the problem of multiple hypothesis testing, we applied the false discovery rate (FDR) adjustment implemented by the qvalue() function in the qvalue [R package version 1.38.0 (Storey *et al.* 2004)] package in R.

### Antibiotic treatment

All animal protocols were reviewed and approved by The Jackson Laboratory Institutional Animal Care and Use Committee (#010007; approval). Mice from a standard Specific Pathogen Free (SPF) colony were administered sulfatrim (19.75 mg/liter sulfamethoxazole + 3.95 mg/liter trimethoprim) and ampicillin (1 g/liter of ampicillin sodium salts, pharmaceutical grade) in their drinking water continuously from 8 weeks of age (Wu *et al.* 2010). The antibiotic exposure began in the breeding colony and continued into the testing phase. Trio matings of these mice were set up (db/+ × db/+) and the pups and lactating dames from these matings were given antibiotic water or control water continuously on a weekly basis. Sweetener (Equal) was added to the antibiotic and control water (2.5 g/liter). Male and female mice were used; sex was not significantly different and was collapsed across analysis. For sleep phenotyping, BKS.Cg-*Dock7^m^* +/+ *Lepr^db^/*J mice (referred to here as db/db mice) were used. Control db/db *n* = 5, and +/+ or db/+ *n* = 20. Antibiotic-treated db/db mice *n* = 24, and db/+ or +/+ *n* = 70.

### Preparation and sequencing of SSU rRNA gene amplicon libraries in mutant and treated mice

gDNA was extracted from all the samples using the PowerSoil DNA Isolation Kit. V1–3 regions of the 16S rRNA gene were amplified [27 F (5′-AGAGTTTGATCCTGGCTCAG-3′) and 534R (5′- ATTACCGCGGCTGCTGG-3′)], barcoded, and sequenced on the Miseq 2 × 300 bp sequencing platform. Data processing, including barcode removal, paired end assembly, quality trimming, and chimera screening were performed using a workflow scripted in Python (File S2). OTUs were generated using the Usearch package (version 8.0.1517), using the parameters indicated in this script. Taxonomical classification was based on RDP classifier 2.10, training set 11.

### Sleep phenotyping

Each mouse was placed in its own chamber atop a piezoelectric sensor for noninvasive sleep–wake scoring using PiezoSleep 1.0 (Signal Solutions, Lexington, KY) for 5-day sleep analysis (Flores *et al.* 2007; Donohue *et al.* 2008). The tester was always blind to genotype. The mice were randomly assigned to treatment or control groups where practical, and the mice had access to food and water *ad libitum* while in the chamber. The room was maintained on a 12:12-hr light:dark cycle. Mice were placed in the chambers between 9 and 10 am on day 1, and were removed on day 5 at the same time. The data acquisition computer, food, and water were checked daily; otherwise, the mice remained undisturbed. Measures recorded and analyzed consisted of activity onset, time of peak activity, sleep bout length, and total sleep time. The measure “% time sleep” was calculated for each hour and the 72 hr in the middle of testing, and was used for comparisons between groups. Statistical analyses were conducted using JMP 11 (SAS Institute). The best model is:

$$\%\;\mathrm{Sleep}=\beta_{0}\mathrm{Treatment+}\beta_{1}\mathrm{Genotype}+\beta_{2}{\left(\mathrm{Treatment}\times \mathrm{Genotype}\right)}_{+}\varepsilon$$

where ε is random error. The β-parameters were estimated by ordinary least squares and the type III sum of squares was considered for ε in the ANOVA model. In all cases, the full model was fit and reduced by dropping nonsignificant interactions followed by main effects.

To quantify the cyclic patterns in the sleep–wake behavior, a Fourier decomposition of the sleep percentage time series was computed to identify occurrences of < 24-hr sleep–wake cycles. Whereas the absolute gradient sum quantifies transitions between sleep–wake-dominated epochs, it does not distinguish between a single rapid change and many smaller ones over the period of interest. The Fourier amplitude is proportional to the cyclic changes between sleep- and wake-dominated epochs. Therefore, the maximum Fourier amplitude corresponding to cyclic activity with periods between 4 and 7 hr, *e.g.*, if no significant cyclic activity is present, is small (typically < 6). The full linear model was applied as above as well as a *post hoc* Tukey honest significant difference test for pairs of differences.

### Graphical modeling

Bayesian networks (BNs) are a subclass of directed probabilistic graphical models that were used to model the relationships between genotype and phenotype (Koller and Friedman 2009). Briefly, BNs depict the direct and indirect relationships between nodes in the network, and there is a direct relationship between the network topology and the joint distribution. Let *X* and Q be random variables representing the phenotypes and genotypes at SNP markers. Our objective was to learn the structure of the BN, which is an nondeterministic polynomial time (NP)-hard problem (Chickering *et al.* 2004). The local models were described using homogenous conditional Gaussian distributions, which allow for a mixture of discrete (genotypes) and continuous (phenotypes) variables (Lauritzen *et al.* 1989). We adopted the simplifying assumptions that SNPs are independent (unconnected) and that genotype precedes phenotype in the network structure. Briefly, the conditional distribution for a phenotype, $Y=X_{j}$, with discrete parent $Q_{i}$, with genotype states g, and continuous parents $X_{i}\left(i\neq j\right)$ can be expressed as:

$$P\left(Y\text{|}Q_{i}=g,X_{i}=x_{i}\right)=N\left(\alpha \left(g\right)+\beta {\left(g\right)}^{T}x_{i},\gamma \left(g\right)\right)$$

where the mean is a regression that depends on both the genotype states and continuous parent phenotypes, but the variance depends only on the genotype states. For count variables, the local models were described using a Poisson regression. The posterior distribution is given as:

P(G|D)αP(D|G)P(G)

where P(G) is the prior on the graph and P(D|G) is the likelihood. We used a noninformative energy prior embedded in a Gibbs distribution with hyperparamater τ=0.01. A Markov Chain Monte Carlo (MCMC) model was implemented to sample an ensemble of 1000 network structures from the posterior distribution (Hageman *et al.* 2011); the acceptance rate was 24%. Sex was considered a covariate for each local model. To preserve the data, samples with missing data were only eliminated from the affected local models and not from the global network. Model averaging was performed over the top 40 graphs, ranked by posterior probability, in the ensemble.

### Data availability

The microbial abundance of the progenitor strains is available at the Mouse Phenome Database [accession Chesler5 (RRID:nif-0000-03160)]. The gene expression microarray data are deposited at the Gene Expression Omnibus [(GEO:GSE96924) RRID:SCR_004584]. The genotypes and microbial abundances from the CC are available through the qtlarchive (RRID:nlx_151757) accession Bubier2, and the MsSeq of db/db animals at the National Center for Biotechnology Information Short Read Archive (SRA) [(PRJNA561132) RRID:SCR_004891]. All the QTL are deposited at the Mouse Genome Informatics database (RRID:nif-0000-00096) under accessions 5559705, 5559708, 5559710-5, 5559719-22, and 5559724-8. Figure S1, cecal microbial profile across mouse samples. Figure S2, eQTL map of cecum transcripts in CC mice. Figure S3A, microbes and sleep, and Figure S3B, antibiotic treatment and sleep. Figure S4, sleep phenotyping summary plot of sleep data from db/db antibiotic experiment. Table S1, founder strain intraclass correlations, sequences, and genus mapping based on the RDP. Table S2, heritability and eQTLs. Table S3, piezo sleep data from the db antibiotic study. Table S4, *post hoc* comparison of mean sleep fast Fourier transform (FFT) peak amplitude. Table S5, statistical analysis of sleep plots from Figure S4. File S1, denoised fasta sequences split by individual mice. File S2, commented command line for the MiSeq data analysis. Supplemental material available at figshare: https://doi.org/10.25386/genetics.11441550.

## Results

### Microbial community composition of incipient CC mice

The median broad-sense heritability of microbial abundance estimated by intraclass correlation in the CC founder strains data from Campbell *et al.* (2012) for each OTU (Table S1) was 0.170, with 339 OTUs having a H^2^ > 0.3, indicating sufficiently heritable abundance for genetic mapping. We determined the cecal microbial community composition of 206 CC mice of both sexes and 102 breeding lines using 454 pyrosequencing of amplicon libraries of the V4 region of the 16S SSU rRNA gene, revealing 13,632 OTUs. These samples were analyzed concurrently with the founder strains (Campbell *et al.* 2012) to obtain a single set of OTUs for both populations. Taxonomic analysis of all sequences using the RDP naïve Bayesian rRNA classifier (Cole *et al.* 2009, 2014) indicated bacterial diversity similar to that of previously observed communities (Campbell *et al.* 2012); Firmicutes comprised 89% of the microbial community and Bacteroidetes (9%) were the second most abundant phylum (Figure S1). In our previous study of replicate mice from the eight CC progenitor strains, we detected more phyla in the founders, but we show here that there are similar predominating phyla (Campbell *et al.* 2012) in the CC.

### Microbial abundance QTL

We performed QTL mapping to identify host genetic loci accounting for heritable variation in microbial abundance. There were 18 statistically significant (*q* < 0.05) microbial abundance (*Micab*) QTL (Table 1) among the mapped microbial OTU abundances. The 1.5 LOD C.I.s for the significant QTL range from 2 to 24 Mb in size, with an average size of 7.5 Mb. The size is consistent with previous mapping studies in the CC breeding and inbreed populations (Philip *et al.* 2011; Snijders *et al.* 2016), and substantially smaller than conventional experimental crosses. This interval size, coupled with the extensive genomic data becoming available for the CC founder population, enables refinement of the QTL down to the level of genes and variants in some cases.

**Table 1:** Significant QTL for microbial abundance in the cecum of incipient CC mice

MGI QTL symbol	QTL name	Chr	Peak LOD score	Peak marker	Position Mm 9 (bp)	1.5 LOD interval		P-value	Size (Mb)	Gene Weaver GSID
Micab1	Microbial abundance of Clostridiales Ruminococcaceae Oscillibacter 1	1	8.20	rs32084678	13,279,810	rs6275656	rs31653681	0.0033	6.34	217070
Micab2	Microbial abundance of Bacteroidales Porphyromonadaceae Paludibacter 2	3	8.23	rs31103355	108,854,325	rs31431100	rs37044521	0.0029	4.09	217071
Micab3	Microbial abundance of Clostridiales Lachnospiraceae Marvinbryantia 3	3	8.13	rs30089246	37,569,141	rs30552223	rs30158956	0.0037	2.03	217072
Micab4	Microbial abundance of Clostridiales Lachnospiraceae Roseburia 4	4	9.57	rs32690134	136,028,098	rs27619452	rs3685172	0.0005	9.45	217077
Micab5	Microbial abundance of Coriobacteriales Coriobacteriaceae Enterorhabdus 5	5	8.84	rs6377391	119,128,609	rs29633871	rs6354701	0.0009	4.65	217078
Micab6	Microbial abundance of Clostridiales Lachnospiraceae Sporobacterium 6	5	8.42	rs8265964	138,359,981	rs32246505	rs32318125	0.002	4.00	217079
Micab7	Microbial abundance of Bacteroidales Porphyromonadaceae Odoribacter 7	7	8.84	rs31494696	77,651,351	rs33107817	rs6373775	0.0009	3.53	217080
Micab8	Microbial abundance of Clostridiales Ruminococcaceae Lactonifactor 8	7	8.88	rs47611520	47,761,932	rs3661776	rs6176297	0.0009	13.55	217081
Micab9	Microbial abundance of Bacteroidales Porphyromonadaceae Odoribacter 9	7	8.60	rs31494696	77,651,351	rs33107817	rs6373775	0.0013	4.00	217082
Micab10	Microbial abundance of Clostridiales Lachnospiraceae Anaerostipes 10	8	9.61	rs32936112	47,123,375	rs6281843	rs31252778	0.0003	14.36	217083
Micab11	Microbial abundance of Clostridiales Incertae Sedis XIV Blautia 11	8	9.49	rs33429737	31,919,239	rs6399870	rs50110045	0.0005	5.19	217084
Micab12	Microbial abundance of Clostridiales Clostridiaceae Caminicella 12	9	8.29	rs30372085	80,440,479	rs30432532	rs33695839	0.0029	7.37	217092
Micab13	Microbial abundance of Erysipelotrichales Erysipelotrichaceae Turicibacter 13	10	8.87	rs29327022	88,018,183	rs6338556	rs6265280	0.0009	24.62	217093
Micab14	Microbial abundance of Bacteroidales Bacteroidaceae *Bacteroides* 14	11	8.14	rs26971743	58,783,410	rs6314621	rs26972849	0.0036	6.30	217094
Micab15	Microbial abundance of Clostridiales Lachnospiraceae Syntrophococcus 15	15	9.47	rs6388530	93,634,974	rs31931586	rs49819430	0.0005	10.43	217095
Micab16	Microbial abundance of Bacteroidales Porphyromonadaceae Tannerella 16	19	8.10	rs30320578	47,732,625	rs36280504	rs30760881	0.004	6.39	217096
Micab17	Microbial abundance of Clostridiales Ruminococcaceae Hydrogenoanaerobacterium 17	X	8.50	rs6292190	155,749,346	rs29276152	rs29306363	0.0017	5.59	217097
Micab18	Microbial abundance of Clostridiales Lachnospiraceae Lachnobacterium 18	X	8.20	rs6213950	163,790,061	rs8255374	rs31682358	0.0033	3.01	217098

Chr, chromosome; GSID, Gene Set ID; LOD, logarithm of the odds; MGI, Mouse Genome Informatics.

### eQTL in the CC cecum

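RNA from the cecum of 207 CC mice was measured on 1 Illumina Mouse WG-6 v2 BeadChip array per mouse. By their labels, 101 mice were female and 104 were male, and 2 mice whose sex was not clear from the labels entered no comparison of the sexes. The first number of each animal's identification was read as its breeding line, which gave 113 lines. The paper reports 102 breeding lines for the mice of its microbial data, so this reading is uncertain, and every line ICC rests on it. Of the 113, 92 lines had at least 1 female and 1 male (185 mice), and the variation between lines was measured on them. The submitters' protocol describes cells that were released from the cecum by incubation with EDTA, a chelator that loosens the epithelium, and RNA that was purified from the cell pellet. The authors read the arrays in BeadStudio 3.0.19 with rank-invariant normalization and no background subtraction, and the deposited values are linear intensities for 45281 probes. The probes over founder SNPs that the paper's methods remove were still among them. The median intensity of an array ranged from 53.1 to 103.7 in females (median 78.4) and from 41.5 to 99.7 in males (median 78.65). On 8 arrays, 6 of females and 2 of males, some values lay below 0. Intensities under 16, which were 0.761% of all values, were set to 16 before the log2 transformation. A probe was taken as above background when its mean log2 level was over the 95th percentile of 1543 probes for olfactory, vomeronasal and taste receptors, which was 6.33. For each probe, the mean of each sex was removed, and the line intraclass correlation (ICC) was computed between mice that share a line, with an F-test of line adjusted by Benjamini-Hochberg over all probes. A line ICC near 1 means that mice of a line had nearly the same level, and an ICC near 0 that they differed as much as mice of different lines. The number of arrays per line limits the precision, since an ICC of 0.3 over these lines has a 95% interval from 0.105 to 0.474.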

To characterize the host intestinal state, we profiled mouse mRNA abundance in the cecal tissue surrounding the microbial sample. Transcript abundance estimates were generated for 36,308 microarray probes, representing 27,149 genes. 

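The arrays detected the marker genes of the main epithelial cell types of the cecum. Of 10 measured goblet cell markers, 9 were above background, among them Muc2, the main secreted mucin, with a mean log2 level of 13.95 ± 0.73 (SD, n = 207 mice). All 10 absorptive colonocyte markers and 9 of 10 enteroendocrine markers were above background. Among the latter, Pyy, the gene of peptide YY, had a mean log2 level of 9.25 ± 0.86 (SD, n = 207). Of 7 measured tuft cell markers, 3 were above background. Transcripts of other cells were detected as well, with 9 of 10 B and plasma cell markers, 7 of 11 T and NK cell markers and 8 of 11 macrophage and granulocyte markers above background. So were 9 of 10 smooth muscle markers and all 9 fibroblast and matrix genes. Some of these reached levels like that of Muc2, with mean log2 levels of 14.04 ± 0.47 for Acta2 of smooth muscle and 12.63 ± 0.69 for Dcn of fibroblasts (SD, n = 207). Above background were also 4 of 10 exocrine pancreas markers, 2 of 4 red cell genes and 4 of 7 adipocyte markers. In the platform annotation, 34885 of the 45281 probes, which are more than the paper's 36308, carried 1 gene name, 18 carried several and 10378 carried none. The named probes stood for 19057 genes, and 34807 of them were matched to a gene of the reference. In all, 20322 probes (44.9%) and 11407 genes were above background. Each gene with several probes was represented by the probe with the highest mean level.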

Heritability of transcript abundance exceeded H^2^ = 0.3 for 1990 probes in the founder populations. 

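The signals of many transcripts of the cecum differed between CC lines, among them MHC class II genes and genes of xenobiotic metabolism. Probes over founder SNPs were not removed. For the genes named below, a difference in transcript level was therefore not told apart from a variant under the probe. Of 10 MHC class II genes, which present peptides to helper T cells, 7 had a line ICC of 0.3 or more, and 7 had a line effect over all probes (10 when adjusted over the list alone). Of 18 genes of xenobiotic metabolism, which modify and conjugate foreign compounds, 9 had a line ICC of 0.3 or more and 10 had a line effect (11 when adjusted over the list alone). The median line ICC was 0.402 for the MHC class II genes (adjusted p = 0.0116 against 10000 random lists matched on level) and 0.298 for the xenobiotic metabolism genes (adjusted p = 0.0058 from the same test). Most of the MHC class II genes lie close together on chromosome 17 of GRCm38, from H2-Oa at 34092379 to H2-Eb1 at 34316674. The random lists drew genes independently, so the p for MHC class II may be too small. Of the 29 lists tested, these were the 2 that passed. Over the alternatives, the adjusted p ranged from 0.0116 to 0.272 for MHC class II, whose call was lost with 10 principal components removed from the values (0.272), and from 0.0058 to 0.029 for xenobiotic metabolism. With these components removed, the median line ICC of the MHC class II genes was 0.409, while that of all probes above background rose from 0.0791 to 0.183.
H2-Eb1, a class II beta chain on chromosome 17 of GRCm38 from 34305867 to 34316674, had a line ICC of 0.700 (95% interval 0.580 to 0.790, n = 92 lines, adjusted p = 1.05e-12 from the F-test of line). In 13 of the 92 lines both sexes lay below a log2 level of 8, chosen after the values were plotted, and in 71 lines both lay above it. Gsta1, a glutathione transferase on chromosome 9 from 78230669 to 78242683, had a line ICC of 0.564 (95% interval 0.408 to 0.688, adjusted p = 1.61e-07). Sult1a1, a sulfotransferase, and Cyp2d9, a cytochrome P450, had line ICCs of 0.518 and 0.523. Cyp1a1 was not above background and had a line ICC of -0.00206. Of 16 antimicrobial and epithelial defence genes, 6 had an ICC of 0.3 or more, including the acute-phase gene Saa1 (0.555), the antimicrobial ribonuclease Ang4 (0.469) and Sprr2a1 (0.451), whereas Reg3b (0.116) and Reg3g (0.116) did not pass the F-test. This list as a whole did not stand apart from random lists (adjusted p = 0.262). Among 10 goblet cell markers, Fcgbp (0.553), Muc2 (0.472), Clca1 (0.433) and Retnlb (0.321) had a line effect, and the 8 measured stem and proliferation genes had none, with a median line ICC of -0.00982. With 10 principal components removed, the median of the stem and proliferation genes was 0.183, the same as that of all probes above background.
The highest line ICC by the rule set for named genes was that of ND4, a mitochondrially encoded subunit of complex I, at 0.847 (95% interval 0.777 to 0.896, adjusted p = 3.91e-23). Both sexes lay below a log2 level of 12, chosen in the same way, in 12 of 92 lines and above it in 76, and the sexes lay on different sides in 4. Cdv3 followed with 0.807 on its brightest probe, whereas its other probe above background had an ICC of -0.0229. Lars2 (0.786), the lipopolysaccharide receptor gene Cd14 (0.777) and Pon2 (0.768) had no other probe above background.

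**Figure D1:**
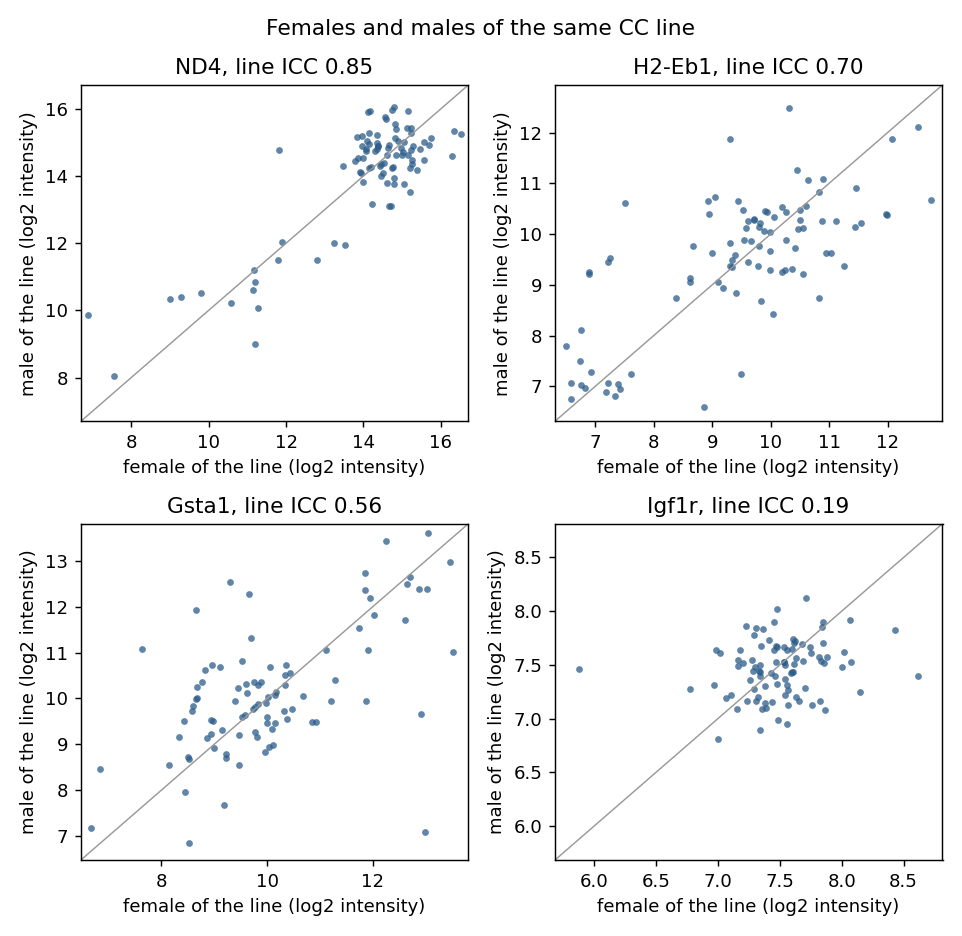
Log2 intensity of the female (horizontal axis) and the male (vertical axis) of each of 92 CC lines for ND4, H2-Eb1, Gsta1 and Igf1r, with the line of equal levels in grey and 1 point per line. Points for ND4 (line ICC 0.847) and H2-Eb1 (0.700) fall into a low and a high group in both sexes, and those for Igf1r (0.186) do not follow the grey line.

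Over all 45281 probes, 2366 had a line ICC of 0.3 or more and 2697 had a line effect at an adjusted p under 0.05. The gene's own representing probe reached an ICC of 0.3 for 1475 genes. Of the probes above background, 11.1% reached this level, against 0.421% of the others. On the X chromosome 12 of 345 genes above background (3.48%) reached it, and of the 8 mitochondrially encoded genes above background 5 did. The probes over founder SNPs are not known here and remain in these counts. The counts of ICC and line effect were 3867 and 4988 without the 8 arrays with values below 0, a choice made after seeing the data, and 6245 and 8535 with 10 principal components removed.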

QTL analysis was performed to identify host genomic regions harboring allelic variants that influence the abundance of each probe, resulting in the detection of statistically significant QTL (*q* < 0.05) for 1641 probes, corresponding to 1513 genes (Table S2). Of these, 950 loci (57.9%) were *cis*-eQTL (Figure S2), which contain polymorphisms that are proximal to transcript-coding regions. Such loci are useful in identifying expression regulatory mechanisms in the effects of genetic variation on complex traits.

### Genetic correlation of microbial abundance to disease-related traits reveals a microbe associated with sleep

Correlation of disease-related traits with underlying biomolecular and microbial characteristics across individuals provides a powerful means to identify previously unknown mechanisms of disease. A total of 122 disease-related behavioral and physiological phenotypes were correlated with the abundance of each OTU using Kendall’s τ, revealing 45 trait–microbe correlations (comparison-wise *P* < 0.05), 26 of which exceeded the multiple testing FDR threshold (*q* < 0.05) (Storey 2002) (Table 2). Of the trait–microbe pairs, 41 contained sleep phenotypes that showed significant comparison-wise Kendall’s τ correlations with 10 different microbes, 22 of which had *q* < 0.05. Among these, OTU 273 *Odoribacter* (order Bacteroidales, family Porphyromonadaceae) was the bacterium consistently correlated with the largest number of phenotypes (21 comparison-wise, 13 family-wise adjusted). Twelve of the family-wise significant correlations were with sleep phenotypes (Table 2 and Figure S3A).

**Table 2:** Correlations of disease-related phenotypes to microbial abundance

Phenotype	Kendall’s τ	*P*-value	*q*-value	Microbe (order, family, genus)		
Peak activity time from dark onset averaged over all baseline days (hr)	0.29	5.12E-06	0.036	Clostridiales	Lachnospiraceae	*Acetitomaculum*
Peak activity time from dark onset averaged over all baseline days (hr)	−0.29	7.44E-06	0.049	Bacteroidales	Bacteroidaceae	*Bacteroides*
Peak activity time from dark onset after sleep deprivation (hr)	−0.31	2.27E-06	0.017	Bacteroidales	Bacteroidaceae	*Bacteroides*
Average percentage of sleep time over all baseline days (%)	−0.30	5.24E-06	0.036	Bacteroidales	Porphyromonadaceae	*Barnesiella*
Glucose concentration (mmol/liter)	0.31	2.98E-06	0.022	Clostridiales	Lachnospiraceae	*Coprococcus*
Peak activity time from dark onset averaged over all baseline days (hr)	0.27	5.37E-06	0.037	Clostridiales	Lachnospiraceae	*Coprococcus*
Activity onset averaged over all baseline days (hr)	0.32	5.52E-07	0.008	Lactobacillales	Lactobacillaceae	*Lactobacillus*
Average of continuous sleep length over dark cycle in 4 full days (sec)	0.31	8.36E-07	0.009	Lactobacillales	Lactobacillaceae	*Lactobacillus*
Average of continuous sleep length over dark cycle for all baseline days (sec)	0.32	5.89E-07	0.008	Lactobacillales	Lactobacillaceae	*Lactobacillus*
Peak activity time from dark onset averaged over all baseline days (hr)	0.29	4.77E-06	0.034	Lactobacillales	Lactobacillaceae	*Lactobacillus*
Tail clip latency (sec)	0.31	1.02E-06	0.010	Lactobacillales	Lactobacillaceae	*Lactobacillus*
Creatinine concentration (mmol/liter)	0.47	8.26E-08	0.006	Clostridiales	Ruminococcaceae	*Lactonifactor*
Activity onset averaged over all baseline days (hr)	−0.29	2.55E-06	0.019	Bacteroidales	Porphyromonadaceae	*Odoribacter*
Average of continuous sleep lengths over the light cycle in 4 full days (sec)	−0.29	5.19E-06	0.036	Bacteroidales	Porphyromonadaceae	*Odoribacter*
Average of continuous sleep lengths over the light cycle for all baseline days (sec)	−0.28	5.61E-06	0.038	Bacteroidales	Porphyromonadaceae	*Odoribacter*
Average of continuous sleep lengths over the dark cycles in 4 full days (sec)	−0.31	1.13E-06	0.011	Bacteroidales	Porphyromonadaceae	*Odoribacter*
Average of continuous sleep lengths over the dark cycle for all baseline days (sec)	−0.30	1.90E-06	0.015	Bacteroidales	Porphyromonadaceae	*Odoribacter*
Average of continuous sleep lengths over 4 full days (sec)	−0.31	6.05E-07	0.008	Bacteroidales	Porphyromonadaceae	*Odoribacter*
Average of continuous sleep lengths over all baseline days (sec)	−0.30	1.41E-06	0.012	Bacteroidales	Porphyromonadaceae	*Odoribacter*
Peak activity time from dark onset averaged over all baseline days (hr)	−0.31	7.52E-07	0.009	Bacteroidales	Porphyromonadaceae	*Odoribacter*
Peak activity time from dark onset after sleep deprivation (hr)	−0.31	6.24E-07	0.008	Bacteroidales	Porphyromonadaceae	*Odoribacter*
Percentage of sleep over a 2-hr period prior to sleep deprivation (%)	−0.31	1.19E-06	0.011	Bacteroidales	Porphyromonadaceae	*Odoribacter*
Percentage of sleep time over the dark cycle of 4 full days (%)	−0.32	2.80E-07	0.007	Bacteroidales	Porphyromonadaceae	*Odoribacter*
Percentage of sleep time over 4 full days (%)	−0.33	1.22E-07	0.006	Bacteroidales	Porphyromonadaceae	*Odoribacter*
Tail clip latency (sec)	−0.29	3.91E-06	0.028	Bacteroidales	Porphyromonadaceae	*Odoribacter*
Average percentage of sleep time over all baseline days (%)	−0.30	6.44E-06	0.043	Clostridiales	Lachnospiraceae	*Roseburia*

### Genetic regulation of the abundance of Odoribacter

The QTL *Micab7* on chromosome 7 is associated with the relative abundance of *Odoribacter*. The QTL is 3.53 Mb in size and contains 42 genes (Table 1). 

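In the cecum, the signals of 2 transcripts of this interval differed between CC lines, and no line effect was detected for Igf1r and Nr2f2. Whether the probes of these 2 transcripts lie over founder SNPs is not known here. A variant under the probe was therefore not told apart from a difference in transcript level. Synm, which encodes the intermediate filament protein synemin, lies from 67730161 to 67759742 and had a line ICC of 0.436 (95% interval 0.257 to 0.587, n = 92 lines, adjusted p = 0.000229 from the F-test of line over all probes). The transcript 4833412C05Rik, from 67784538 to 67803496, had a line ICC of 0.333 (95% interval 0.141 to 0.502, adjusted p = 0.0115). Igf1r, the receptor of insulin-like growth factor 1, lies from 67952257 to 68233668 and had a line ICC of 0.186 (95% interval -0.016 to 0.374, adjusted p = 0.265). Nr2f2, a nuclear receptor gene from 70351946 to 70366746, had a line ICC of 0.0282 (95% interval -0.174 to 0.229, adjusted p = 0.731). Lrrc28 (0.253) and Arrdc4 (0.241) lay in between and did not pass the test over all probes (adjusted p = 0.093 and 0.115). Of the 11 measured genes, 2 had a line effect over all probes and 4 when adjusted over the list alone. With 10 principal components removed, line ICCs were 0.297 for Lrrc28, 0.3155 for Arrdc4, 0.2015 for Igf1r and -0.0642 for Nr2f2. Without the 8 arrays with values below 0, a choice made after seeing the data, they were 0.3155, 0.232, 0.214 and -0.207 in the same order. Ttc23 had a line ICC of 0.319 without these arrays and of 0.0960 with all arrays. In simulated data with line effects on few probes, the F-test found 17 of 50 probes given a line ICC of 0.3. The adjustment is stricter there than in the real data, where an ICC of 0.285 passed (Tagln, adjusted p = 0.0445 from the F-test of line). The simulation therefore does not give the power of the test of Igf1r. A line effect on Igf1r within its interval is not ruled out.
All positions are on chromosome 7 of GRCm38. From Adamts17 to Nr2f2, the outermost genes of the interval in Figure 2C, the region runs from 66839699 to 70366746 and holds 46 genes in the reference annotation. The support interval in the caption of that figure starts and ends farther along the chromosome, so its bounds differ from those used here. Of the 46 genes, 11 had a named probe and 9 were above background, with Adamts17 and Pgpep1l below it. As a list, the 11 genes had a median line ICC of 0.11, which did not differ from random lists matched on level (adjusted p = 0.617). Over the alternatives, the adjusted p of this comparison ranged from 0.0887 with quantile normalization to 0.830.

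**Figure D2:**
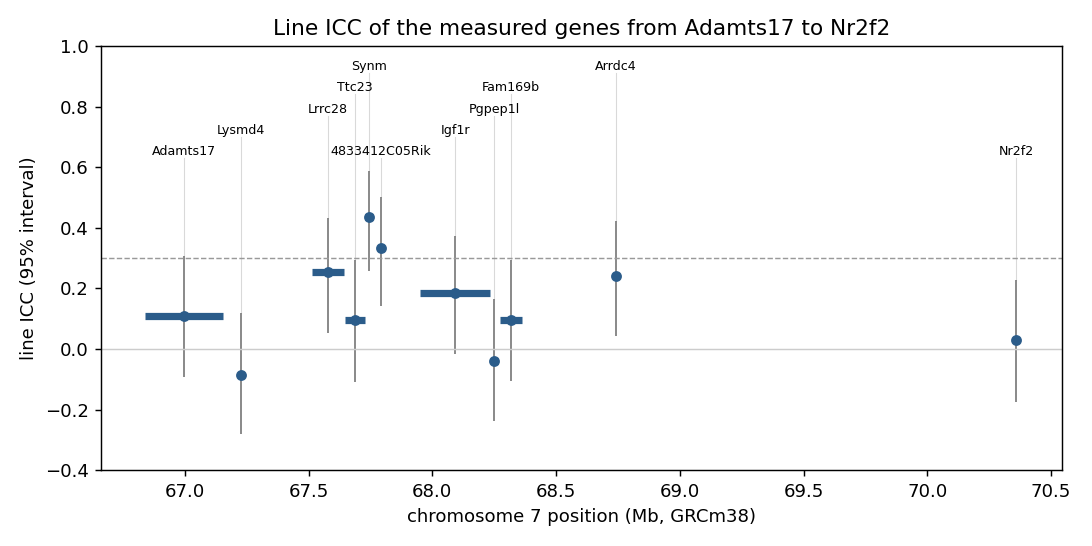
Line ICC (vertical axis) of the 11 measured genes against position on chromosome 7 in Mb (GRCm38, horizontal axis). Points give the ICC, horizontal bars the extent of the gene and vertical lines the 95% interval, and the dashed line marks an ICC of 0.3. Synm (0.436) and 4833412C05Rik (0.333) lie above it.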

The allelic effects for each of the eight founder strain haplotypes are such that the NZO (New Zealand Obese) allele is associated with increased abundance (Figure 2, A–C). This is significant because the NZO founder strain is obese and prone to a diabetes phenotype, and previous studies of gut microbiota in obesity- and diabetes-prone mice revealed that *Odoribacter*, *Prevotella*, and *Rikenella* have been found in the microbiota of diabetic *db/db* (BKS.Cg-*Dock7^m^* +/+ *Lepr^db^*/J) mice, and are absent among db/+, +/+ littermates (Geurts *et al.* 2011). The *db/db* mice have also been shown to have abnormal sleep patterns in the form of altered sleep–wake regulation (Laposky *et al.* 2008).

**Figure 2:**
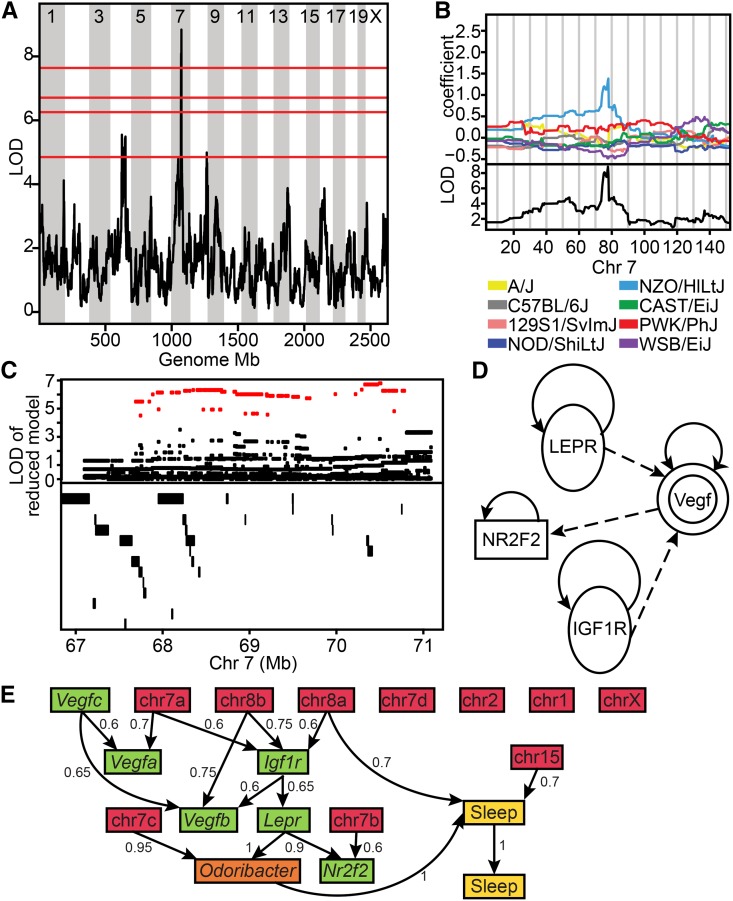
*Odoribacter* abundance in the cecum. (A) Genome scan showing a significant QTL (*P* < 0.01) peak on Chr 7. Horizontal lines represent permuted significance thresholds. From the top down: highly significant, *P* < 0.01; significant, *P* < 0.05; highly suggestive, *P* < 0.1; and suggestive, *P* < 0.63. (B) Detailed QTL map on chromosome 7. Bottom: LOD score across Chr 7. Top: allelic effect plots of eight coefficients of the QTL mixed model representing the effect of each CC founder haplotype on phenotype. The NZO allele on Chr 7 is associated with increased abundance of *Odoribacter* (C) Top: LOD score for SNP association mapping in the QTL support interval (67.1–71.1). Red points indicate SNPs with significant association to *Odoribacter* abundance. Bottom: genes and noncoding RNAs located in the QTL interval. (D) Ingenuity Pathway Analysis of the positional candidate genes together with *Lepr* show a network path through *Vegf*, and involving either *Nr2f2* or *Igf1r*. (E) Inferred network relating sleep, microbe abundance, microbial abundance QTL, expression correlations, and mutant mice. The network is a consensus representation of the 40 most likely Bayesian networks in an MCMC sample. Edge weights correspond to the marginal frequency of each directed edge in the top 40 BNs. Sleep 1 represents the sleep trait corresponding to the average of continuous sleep lengths over 4 full days, and Sleep 2 represents the sleep trait activity onset on the fourth day (hr). CC, Collaborative Cross; Chr, chromosome; MCMC, Markov Chain Monte Carlo.

We hypothesized that *Odoribacter*, *Lepr*, and sleep are connected through a common mechanism. Specifically, if the mechanism controlling altered sleep phenotype and the presence of *Odoribacter* in *Lepr* mutant *db/db* mice is the same mechanism that underlies the correlation of *Odoribacter* abundance and sleep in the CC mice, then we suspect that there is overlap between one or more of the QTL positional candidates and the *Lepr* pathway, and that the perturbation of the gut microbiota of *db/db* mice should affect sleep patterns.

To investigate whether there is overlap of *Micab7* QTL positional candidate genes and *Lepr*, we performed Ingenuity Pathway Analysis (IPA) on the 42 positional candidates, together with the gene *Lepr*. The most likely pathway from this database (Fisher’s exact test *P* < 10^−14^) contained the positional candidate genes *Nr2f2* and *Igf1r* interacting with *Lepr* through *Vegf* (Figure 2D).

Causal graphical models for phenotype–genotype networks (Rockman 2008) were used to infer the direct and indirect associations among the results of the IPA, including *Lepr*, *Vegfa*, *Vegfb*, *Vegfc*, the two positional candidates *Nr2f2* and *Igf1r*, the leptin pathway, and sleep. The network model included the cecal expression of the gene transcripts together with the abundance of *Odoribacter*, two sleep traits, and the genotypes of the CC mice at the QTL. 

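All 6 transcripts of the network were above background in the cecum, but no line effect and no difference between the sexes was detected for any of them. Igf1r had a mean log2 level of 7.50 ± 0.34 in females (SD, n = 101) and 7.49 ± 0.27 in males (SD, n = 104), a difference of 0.01 (standard error 0.04, adjusted p = 1.00 from limma). The female minus male differences of the other 5 transcripts lay between -0.04 for Nr2f2 and 0.09 for Vegfa. Vegfa, the gene of the main angiogenic growth factor, had mean log2 levels of 9.93 ± 0.58 in females and 9.85 ± 0.59 in males (SD). Lepr, the leptin receptor gene, had a mean log2 level of 6.35 over all mice, just over the background of 6.33, and its only other probe was below background. The 3 other probes of Igf1r had an r between -0.0202 and 0.176 with its brightest probe, and the 3 other probes of Nr2f2, all below background, between -0.554 and 0.333. Line ICCs were 0.164 for Vegfa (95% interval -0.0386 to 0.355), 0.161 for Lepr (-0.0425 to 0.351), 0.081 for Vegfc (-0.122 to 0.279) and 0.00276 for Vegfb (-0.199 to 0.205). As a list, the 6 genes had a median line ICC of 0.121, with no line effect over all probes and none when adjusted over the list alone. The wider list of 20 IGF, leptin and VEGF signalling genes had 0 genes with a line effect over all probes and 2 when adjusted over the list alone. Line effects up to the upper bounds of these intervals are not ruled out.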

BNs are described by directed acyclic graphs (DAGs), which can be efficiently decomposed and translated into the joint distribution of variables in the model (Koller and Friedman 2009). Conditional Gaussian distributions were used to model the relationships between genotype and phenotype, and the network structure was learned using an MCMC sampling scheme (Hageman *et al.* 2011) and averaging over the top structures (Hoeting *et al.* 1999). The graphical model was represented as a DAG, which could be efficiently decomposed and translated into the joint distribution of variables in the model. If a QTL was associated with the regulation of the *Vegf* pathway, we would expect to see evidence of a network edge between the genotype and at least one of the two positional candidates, the downstream *Lepr* genes, and the phenotype. Furthermore, this analysis can determine which positional candidate is most likely influenced by the causal variant. In aggregate summaries of the top 40 graphs, a repeatable relationship among the QTL, the positional candidate *Igf1r*, *Odoribacter*, and sleep was observed (Figure 2E). This relationship was observed in the majority of graphs. Therefore there is a plausible interaction among the QTL, *Igf1r* abundance, the leptin pathway, *Odoribacter*, and sleep.

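In the means of 92 CC lines, the cecal levels of the 6 network transcripts were correlated in 9 of 15 pairs. No line effect was detected for any of the 6, so these means also carry variation between single mice. The correlations do not separate it from differences between lines. The pair of Igf1r with Lepr passed under 1 of the settings run, the mean of all probes of each gene. Correlations of this size also arise in random sets of 6 genes matched on level, a comparison chosen after the result was seen. The median absolute r over all 15 pairs was 0.282, below the 95th percentile of 0.351 in 10000 such sets (one-sided p = 0.137 from these sets). Nr2f2 and Igf1r, the transcripts from the chromosome 7 interval, rose together with a Pearson's r of 0.505 (p = 1e-05, the smallest that the permutations can give, adjusted p = 3.75e-05) and a Spearman's rho of 0.441 (p = 1e-05). Vegfb and Nr2f2 had the highest r, 0.670 (adjusted p = 3.75e-05, rho 0.280, rho p = 0.0068). Lepr was correlated with Vegfc (r = 0.527, rho = 0.368, rho p = 0.00029) and inversely with Vegfb (r = -0.601, rho = -0.305, rho p = 0.00327) and with Nr2f2 (r = -0.504, adjusted p = 0.00027, rho = -0.227, rho p = 0.0297). The r of Lepr with Igf1r was -0.0736 (p = 0.48, rho -0.125, p = 0.235), and with the mean of all probes of each gene it was 0.358 (adjusted p = 0.0039). Weaker correlations past the threshold were those of Vegfa with Igf1r (r = 0.287), with Lepr (r = 0.282) and with Vegfb (r = -0.280), and of Vegfb with Vegfc (r = -0.294), each with an adjusted p of 0.011.
The line means were tested with 100000 two-sided permutations, with Benjamini-Hochberg adjustment over the 15 pairs. With the 205 mice taken singly rather than as line means, 11 pairs passed. The r was then 0.662 for Vegfb with Nr2f2 and 0.418 for Nr2f2 with Igf1r. Leaving out the 2 lines farthest from the median of the first transcript gave an r of 0.354 for Nr2f2 with Igf1r, of 0.422 for Vegfb with Nr2f2, of -0.441 for Lepr with Vegfb, of 0.366 for Lepr with Vegfc and of -0.257 for Lepr with Nr2f2. Within the low number series of animal identifications (51 lines), Nr2f2 and Igf1r had an r of 0.513, and within the high series (41 lines) of 0.511. In the same order, the values were 0.616 and 0.750 for Vegfb with Nr2f2, -0.475 and -0.756 for Lepr with Vegfb, 0.365 and 0.700 for Lepr with Vegfc, -0.391 and -0.657 for Lepr with Nr2f2, 0.469 and 0.0849 for Lepr with Vegfa, and -0.0452 and -0.603 for Vegfb with Vegfc. Of the 15 pairs, that of Nr2f2 with Igf1r alone passed the threshold after 10 principal components were removed (r = 0.339, adjusted p = 0.0137). It did not pass in males alone (r = 0.154, adjusted p = 0.176) or with the mean of all probes of each gene (r = 0.141, adjusted p = 0.234), and its other alternatives had an adjusted p between 3e-05 and 0.0137. The difference between the sexes in r was not tested. Without the 8 arrays with values below 0 (85 lines), a choice made after seeing the data, 5 pairs passed, and the r of Vegfb with Nr2f2 was 0.142, of Lepr with Vegfb -0.183 and of Lepr with Nr2f2 -0.0259. The other probe of Lepr, below background, had an r of -0.437 with the one used, and with the mean of all probes the r of Lepr with Nr2f2 was 0.726 (adjusted p = 7.5e-05).

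**Figure D3:**
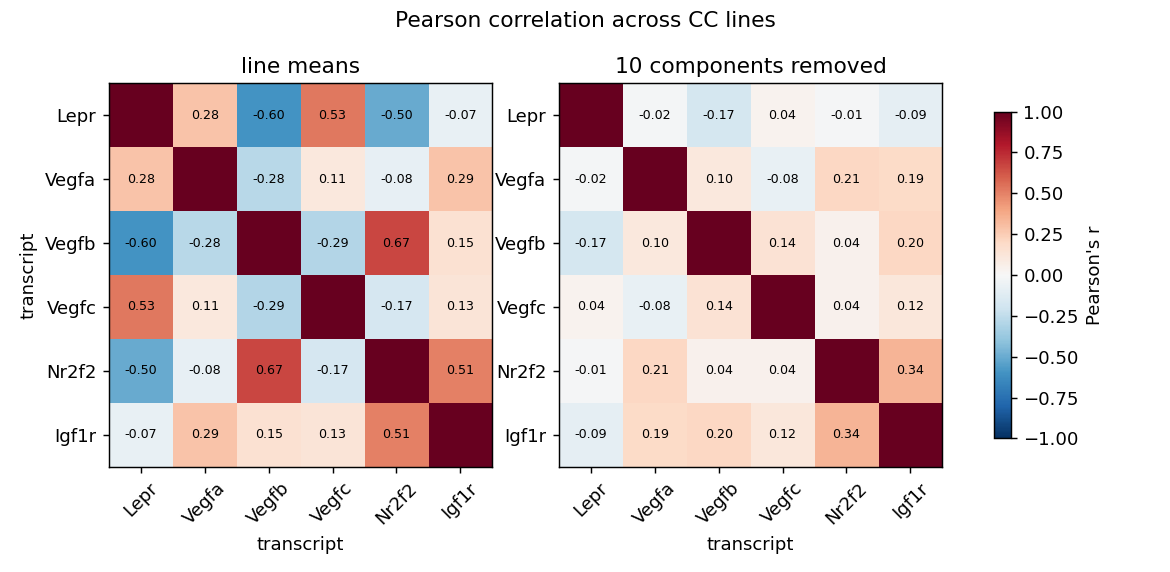
Pearson's r between the 6 transcripts across 92 CC lines, on line means of sex-centred log2 levels (left) and after 10 principal components were removed (right), with transcripts on both axes, the value in each square and colours from -1 (blue) to 1 (red). The r of Vegfb with Nr2f2 is 0.67 on the left and 0.04 on the right, and that of Nr2f2 with Igf1r is 0.51 and 0.34.

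The paper joined these transcripts with QTL genotypes, Odoribacter abundance and sleep traits in a Bayesian network (Figure 2E). From a relationship among the QTL, Igf1r, Odoribacter and sleep in most of the graphs that it summarised, the paper reasons that an interaction of these with the leptin pathway is plausible. The genotypes, microbial abundances and sleep traits were not used here.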

### Broad-spectrum antibiotic treatment alters sleep patterns in Lepr^db^/Lepr^db^ mice

We then evaluated whether the presence of *Odoribacter* in *Lepr^db^* mice could explain the altered sleep behavior reported in these mice. To eliminate *Odoribacter*, mice were given antibiotic treatment continuously from conception. As expected (Savage and Dubos 1968), this broad-spectrum treatment resulted in increased fecal contents of the cecum observed at dissection in both genotypes (Figure S3B); however, it also resulted in a genotype-specific effect on sleep architecture. The percent sleep time for the antibiotic-treated *db/db* mice over a 72-hr period showed a genotype × treatment interaction in a repeated measure multivariate ANOVA: time × genotype × treatment F_(71,45)_ = 2.1199, *P* = 0.0040 (Figure 3, A–D), with *post hoc* contrast analysis showing significant (*P* < 0.001) differences between control *db/db* and all three other groups. The widely used sleep summary measurements, such as % time sleep in the light and dark phases, did not adequately capture the complexity of the differences between the control db and control wild-type strains, without or with antibiotics, as they did not reflect temporal patterns (rhythms) (Figure S4 and Table S5). There were genotype-specific differences between % sleep on day 1, day 2, day 3, and day 5 and in daily averages, which were not affected by treatment. Treatment appears to have had the greatest effect in a genotype-specific manner in the night (1, 2, 3, 4, and average), increasing the sleep time of db/db mice significantly. A Fourier amplitude analysis was performed using the FFT algorithm to identify cyclic patterns in sleep behavior. The amplitude of the Fourier spectrum reflects how dominant or consistent the cyclic pattern is at each frequency (cycles/hr) over the time period analyzed. All groups showed the most dominant peak at a period of 24 hr (∼0.042 cycles/hr) as expected. However, distinctions were seen in the peaks at higher frequencies (subcycles). In particular, strong differences were seen in the amplitudes between 0.14 and 0.25 cycles/hr (corresponding to periods ranging from 4 to 7 hr and highlighted by the vertical broken lines in Figure 3, A–D). Bout lengths will not necessarily impact these patterns. The peak heights quantify the presence of other (typically shorter) cycles relative to the main circadian cycle. Figure 3E shows the maximum amplitudes in the highlighted range for each mouse in the experimental groups. These show a significant genotype × treatment effect (F_(3,120)_ = 12.2193, *P* < 0.0001), and an individual least squares means Student’s *t*-test showed significant differences between control db/db mice and all three other groups (Table S4).

**Figure 3:**
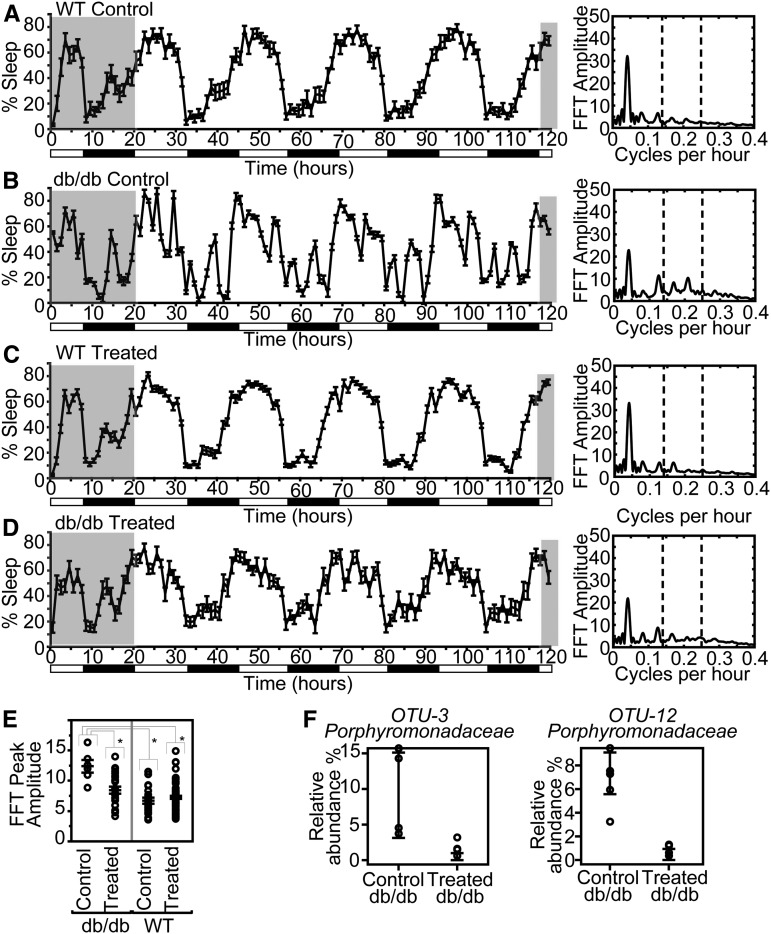
Mean and SE for the “% time sleep” over a 5-day test, with cyclic patterns characterized on the right by an FFT of the mean sleep percentage time series. (A) WT water only, (B) db/db mice water (C), WT given antibiotics, and (D) db/db mice given antibiotics. Genotype and antibiotic treatment have a significant interaction affecting “% Sleep” time. Night and day cycles shown with white and black bars, respectively. The FFT amplitudes of the regions of the % Sleep graphs in white are summarized in the graphs on the right. Percent sleep time for the antibiotic-treated *db/db* mice over a 72-hr period showed a genotype × treatment interaction in a repeated measure multivariate ANOVA; time × genotype × treatment F_(71,45)_ = 2.1199, *P* = 0.0040 (Figure 3, A–D). *Post hoc* contrast analysis revealed significant (*P* < 0.001) differences between control *db/db* mice and all three other groups (*P* < 0.001). (E) FFT peak amplitudes for each mouse corresponding to sleep percentage cycles, with periods ranging from 4 to 7 hr (shown with the dotted lines) during the final 4 days of the sleep cycle, shows significant genotype × treatment interaction as well as the db/db control being significantly different from the other three groups. (F) Two of the microbes present in the control db/db mice, but absent in the db/db antibiotic-treated mice. FFT, fast Fourier transform; WT, wild-type.

V4 sequencing of cecal contents from *db/db* mice showed seven microbial taxonomic units that were absent in the antibiotic-treated db/db case and elevated in the water vehicle (aspartame) control db/db, including two from the family containing *Odoribacter* (Figure 3F; SRA: PRJNA561132). Thus, the differential abundance of these seven microbial taxa, including *Odoribacter* abundance, is associated with genotype-specific effects of antibiotics on sleep architecture. It is possible that effects on other microbes, or other genotype-specific antibiotic effects, are responsible for the db/db-specific sleep pattern restoration; however, the systems genetic causal network analysis suggests that variation in *Odoribacter* abundance is the likely regulator of sleep architecture.

## Discussion

Using systems genetics and integrative functional genomics in the CC population, we traversed biological networks of genotypes, gene expression, microbes, and disease-related phenotypes to identify a host–microbe mechanism underlying sleep-related phenotypes. The high allelic variation and precision of the incipient CC mouse population allowed us to map loci that control the abundance of 18 particular microbes, which could be further decomposed using SNP analysis, haplotype association, and gene prioritization methods. Intestinal transcriptome profiling resulted in the detection of ∼1600 significant eQTL, and multiple clusters of transcripts and microbes, whose abundances are jointly modified by genetic variation. Through genetic correlation network analysis, we related these systems genetic networks to disease-related phenotypes obtained in the same population of mice. Causal network analysis and host genetic effects provided insight into the direction of host–microbe disease interactions.

Allelic variants influence the structure of microbial communities by creating conditions that promote or inhibit colonization by certain species (Spor *et al.* 2011). One way in which allelic variation manifests its effects is through the direct, or indirect, alteration of transcript abundance and the host environment, thereby impacting colonization. Other sources of variation may influence transcript abundance, including the presence of microbiota and their metabolites, disease states, and environmental variation. These sources of variation, and their association with microbiota and disease, can be detected through genetic correlation and probabilistic network analyses. By identifying network components and assessing causal relationships among them through experimental perturbation, it is possible to understand the mechanisms of these relationships.

Genetic correlation from mouse phenotype to microbial abundance enabled the identification of host and microbe influences on sleep architecture. The general role of microbes in sleep, particularly in the cytokine response to infection, is well documented (Krueger and Toth 1994). Previous work in rabbits (Toth and Krueger 1989) has shown that altered sleep patterns occur in response to an infectious challenge and that the sleep response is related to the type of infectious organism. Here, we report for the first time the relationship between the abundance of a specific microbe and sleep. OTU273 *Odoribacter* (Bacteroidales, Porphyromonadaceae) abundance is associated with the *Micab7* QTL and was correlated with multiple sleep phenotype measures. Genomic network analyses revealed that the primary candidate gene for the QTL is *Igf1r*, a gene likely to function in the regulation of sleep as the somatotropic axis, IGF-1 signaling, and sleep are intimately related (Obal *et al.* 2003). Perturbation of this pathway in the db/db *Lepr* mutant mouse is associated with abnormal phenotype and an elevated abundance of *Odoribacter*, albeit among other microbes. Both of these phenomena can be restored to normal values through antibiotic treatment. The observation that indigenous microbes could affect sleep patterns suggests the potential for probiotic or small-molecule metabolite development for the adjustment of sleep patterns in those with clinical sleep disorders. Other studies indicate a relationship between microbiota abundance and ultradian rhythms (Thaiss *et al.* 2014), and microbes of the *Odoribacter* were among five genera that decreased in feces in an intermittent hypoxia model of sleep apnea (Moreno-Indias *et al.* 2015).

The distinct changes to the sleep architecture and rhythms in, specifically, db/db mice in response to antibiotics are very interesting. The FFT shows the polyphasic *vs.* more monophasic sleep–wake pattern during the light and dark periods. This pattern is clearly visible and distinguishable by eye (Figure 3, A–D), and is best quantified with the FFT amplitude between 4 and 7 hr (in Figure 3E). This erratic pattern of sleep and wake may or may not be pathological, but it is clearly abnormal; however, we have not observed it in any of the common inbred strains or in wild mice that we have recently examined (Philip *et al.* 2011)

In these studies, we utilized systems genetic networks to identify, model, and validate the relationships among host genetics, genomics, microbiota, and disease. The mouse provides an efficient, well-controlled system in which to employ this approach, although it is amenable to application in human populations. We demonstrated that using mouse genetics, we can identify relationships that can be extrapolated to humans, though well-known issues in mechanistic conservation and direct translation must be considered. For example, despite high conservation across human and mouse genomes, specific biological mechanisms are not always entirely conserved, although the functional outputs of pathways and involvement in disease may be. Our approach to this challenge is to exploit network overlap, and to identify elements of mouse networks that can be translated to human genetic and genomic networks, which we expect to function similarly but perhaps differ in the details of specific allelic variants, genetic mechanisms, and particular microbiota involved. By developing our study around the holistic quantitation of both host and microbe, in contrast to typical studies of individual gene or treatment effects on microbiota, we are able to generate multiscale networks amenable to integration and extrapolation to disease mechanisms. Much remains to be done in the functional validation of the conservation of these mechanisms.

In all studies of the interplay between host environment, microbiota, and disease, the causal mechanisms underlying associations must be considered. Genetic variation influences the host environment, creating conditions that are hospitable or inhospitable ecological niches for gut microbiota, and can therefore be used to anchor a causal network. Identifying the precise causal genetic variants underlying microbial composition is a lengthy process that has become more tractable with deep sequencing of the CC founders, high-precision mapping populations including the Diversity Outbred derived from the CC, and the ability to integrate functional genomic data from other sources including epigenetic modification, noncoding variants, and disease associations. Although we have demonstrated that the QTL *Micab7* is associated with *Odoribacter* abundance, we have not yet demonstrated whether *Igf1r* variation is indeed the specific causal regulator of this phenotype, whether this locus is associated with abnormal *Odoribacter* abundance, and whether inoculation of *Lepr* or *Igf1r* mice with *Odoribacter* and its metabolites influences sleep. These extensive experimental manipulation studies will provide further evaluation of the causal network that we have identified. Alternatively the metabolites involved in this phenomenon may prove more feasible to identify and manipulate.

By exploiting genetic heterogeneity among organisms, we were able to extract mechanistic relationships between host, microbe, and disease. The systems genetic strategy employed herein provides a wealth of data resources that can be further interrogated by investigators with an interest in specific host genes, variants, microbes, and disease-related phenotypes. Furthermore, the strategy we present here can be readily deployed in other genetically diverse populations to provide efficient, holistic assessment of microbial and host mechanisms of disease. Extracting these disease-relevant mechanistic networks will provide insight into the complex interplay of host and microbe, revealing potential sources of disease etiology and points for therapeutic intervention.

## References

[bib1] BensonA. K., KellyS. A., LeggeR., MaF., LowS. J., 2010 Individuality in gut microbiota composition is a complex polygenic trait shaped by multiple environmental and host genetic factors. Proc. Natl. Acad. Sci. USA 107: 18933–18938. 10.1073/pnas.100702810720937875PMC2973891

[bib2] BravoJ. A., ForsytheP., ChewM. V., EscaravageE., SavignacH. M., 2011 Ingestion of Lactobacillus strain regulates emotional behavior and central GABA receptor expression in a mouse via the vagus nerve. Proc. Natl. Acad. Sci. USA 108: 16050–16055. 10.1073/pnas.110299910821876150PMC3179073

[bib3] CampbellJ. H., FosterC. M., VishnivetskayaT., CampbellA. G., YangZ. K., 2012 Host genetic and environmental effects on mouse intestinal microbiota. ISME J. 6: 2033–2044. 10.1038/ismej.2012.5422695862PMC3475380

[bib4] CarlisleE. M., PoroykoV., CaplanM. S., AlverdyJ., MorowitzM. J., 2013 Murine gut microbiota and transcriptome are diet dependent. Ann. Surg. 257: 287–294. 10.1097/SLA.0b013e318262a6a623001074

[bib5] CarterC. J., 2013 Toxoplasmosis and polygenic disease susceptibility genes: extensive toxoplasma gondii host/pathogen interactome enrichment in nine psychiatric or neurological disorders. J. Pathogens 2013: 965046 10.1155/2013/965046PMC360320823533776

[bib6] CheslerE. J., MillerD. R., BranstetterL. R., GallowayL. D., JacksonB. L., 2008 The Collaborative Cross at Oak Ridge National Laboratory: developing a powerful resource for systems genetics. Mamm. Genome. 19: 382–389. 10.1007/s00335-008-9135-818716833PMC2745091

[bib7] ChickeringD. M., HeckermanD., and MeekC., 2004 Large-sample learning of Bayesian networks is NP-hard. J. Mach. Learn. Res. 5: 1287–1330.

[bib8] ChurchillG. A., AireyD. C., AllayeeH., AngelJ. M., AttieA. D., 2004 The Collaborative Cross, a community resource for the genetic analysis of complex traits. Nat. Genet. 36: 1133–1137. 10.1038/ng1104-113315514660

[bib9] ColeJ. R., WangQ., CardenasE., FishJ., ChaiB., 2009 The Ribosomal Database Project: improved alignments and new tools for rRNA analysis. Nucleic Acids Res. 37: D141–D145. 10.1093/nar/gkn87919004872PMC2686447

[bib10] ColeJ. R., WangQ., FishJ. A., ChaiB., McGarrellD. M., 2014 Ribosomal Database Project: data and tools for high throughput rRNA analysis. Nucleic Acids Res. 42: D633–D642. 10.1093/nar/gkt124424288368PMC3965039

[bib11] Deloris AlexanderA., OrcuttR. P., HenryJ. C., BakerJ.Jr., BissahoyoA. C., 2006 Quantitative PCR assays for mouse enteric flora reveal strain-dependent differences in composition that are influenced by the microenvironment. Mamm. Genome. 17: 1093–1104. 10.1007/s00335-006-0063-117091319

[bib12] DonohueK. D., MedonzaD. C., CraneE. R., and O’HaraB. F., 2008 Assessment of a non-invasive high-throughput classifier for behaviours associated with sleep and wake in mice. Biomed. Eng. Online 7: 14 10.1186/1475-925X-7-1418405376PMC2365952

[bib13] FloresA. E., FloresJ. E., DeshpandeH., PicazoJ. A., XieX. S., 2007 Pattern recognition of sleep in rodents using piezoelectric signals generated by gross body movements. IEEE Trans. Biomed. Eng. 54: 225–233. 10.1109/TBME.2006.88693817278579

[bib14] FrankJ. A., ReichC. I., SharmaS., WeisbaumJ. S., WilsonB. A., 2008 Critical evaluation of two primers commonly used for amplification of bacterial 16S rRNA genes. Appl. Environ. Microbiol. 74: 2461–2470. 10.1128/AEM.02272-0718296538PMC2293150

[bib15] GattiD. M., SvensonK. L., ShabalinA., WuL. Y., ValdarW., 2014 Quantitative trait locus mapping methods for diversity outbred mice. G3 (Bethesda) 4: 1623–1633. 10.1534/g3.114.01374825237114PMC4169154

[bib16] GeurtsL., LazarevicV., DerrienM., EverardA., Van RoyeM., 2011 Altered gut microbiota and endocannabinoid system tone in obese and diabetic leptin-resistant mice: impact on apelin regulation in adipose tissue. Front. Microbiol. 2: 149 10.3389/fmicb.2011.0014921808634PMC3139240

[bib17] GoodrichJ. K., WatersJ. L., PooleA. C., SutterJ. L., KorenO., 2014 Human genetics shape the gut microbiome. Cell 159: 789–799. 10.1016/j.cell.2014.09.05325417156PMC4255478

[bib18] HagemanR. S., LeducM. S., KorstanjeR., PaigenB., and ChurchillG. A., 2011 A Bayesian framework for inference of the genotype-phenotype map for segregating populations. Genetics 187: 1163–1170. 10.1534/genetics.110.12327321242536PMC3070524

[bib19] HoetingJ. A., MadiganD., RafteryA. E. and VolinskyC. T., 1999 Bayesian model averaging: a tutorial. Stat. Sci. 14: 382–401.

[bib20] JacobsJ. P., and BraunJ., 2014 Immune and genetic gardening of the intestinal microbiome. FEBS Lett. 588: 4102–4111. 10.1016/j.febslet.2014.02.05224613921PMC4156569

[bib21] KhachatryanZ. A., KtsoyanZ. A., ManukyanG. P., KellyD., GhazaryanK. A., 2008 Predominant role of host genetics in controlling the composition of gut microbiota. PLoS One 3: e3064 10.1371/journal.pone.000306418725973PMC2516932

[bib22] KnightsD., SilverbergM. S., WeersmaR. K., GeversD., DijkstraG., 2014 Complex host genetics influence the microbiome in inflammatory bowel disease. Genome Med. 6: 107 10.1186/s13073-014-0107-125587358PMC4292994

[bib23] KollerD., and FriedmanN., 2009 Probabilistic graphical models: principles and techniques, MIT Press, Cambridge, MA.

[bib24] KruegerJ. M., and TothL. A., 1994 Cytokines as regulators of sleep. Ann. N. Y. Acad. Sci. 739: 299–310. 10.1111/j.1749-6632.1994.tb19832.x7530430

[bib25] KrychL., HansenC. H., HansenA. K., van den BergF. W., and NielsenD. S., 2013 Quantitatively different, yet qualitatively alike: a meta-analysis of the mouse core gut microbiome with a view towards the human gut microbiome. PLoS One 8: e62578 10.1371/journal.pone.006257823658749PMC3641060

[bib26] LaposkyA. D., BradleyM. A., WilliamsD. L., BassJ., and TurekF. W., 2008 Sleep-wake regulation is altered in leptin-resistant (db/db) genetically obese and diabetic mice. Am. J. Physiol. Regul. Integr. Comp. Physiol. 295: R2059–R2066. 10.1152/ajpregu.00026.200818843095PMC2685290

[bib27] LauritzenS. L., AndersenA. H., EdwardsD., JöreskogK. G. and JohansenS., 1989 Mixed graphical association models. Scand. J. Stat. 16: 273–306.

[bib28] LeoneV., GibbonsS. M., MartinezK., HutchisonA. L., HuangE. Y., 2015 Effects of diurnal variation of gut microbes and high-fat feeding on host circadian clock function and metabolism. Cell Host Microbe 17: 681–689. 10.1016/j.chom.2015.03.00625891358PMC4433408

[bib29] LewinA. B., StorchE. A., MutchP. J., and MurphyT. K., 2011 Neurocognitive functioning in youth with pediatric autoimmune neuropsychiatric disorders associated with streptococcus. J. Neuropsychiatry Clin. Neurosci. 23: 391–398. 10.1176/jnp.23.4.jnp39122231309

[bib30] LeyR. E., HamadyM., LozuponeC., TurnbaughP. J., RameyR. R., 2008 Evolution of mammals and their gut microbes. Science 320: 1647–1651 (erratum: Science 322: 1188). 10.1126/science.115572518497261PMC2649005

[bib31] MachielsK., JoossensM., SabinoJ., De PreterV., ArijsI., 2014 A decrease of the butyrate-producing species Roseburia hominis and Faecalibacterium prausnitzii defines dysbiosis in patients with ulcerative colitis. Gut 63: 1275–1283. 10.1136/gutjnl-2013-30483324021287

[bib32] McKniteA. M., Perez-MunozM. E., LuL., WilliamsE. G., BrewerS., 2012 Murine gut microbiota is defined by host genetics and modulates variation of metabolic traits. PLoS One 7: e39191 10.1371/journal.pone.003919122723961PMC3377628

[bib33] Moreno-IndiasI., TorresM., MontserratJ. M., Sanchez-AlcoholadoL., CardonaF., 2015 Intermittent hypoxia alters gut microbiota diversity in a mouse model of sleep apnoea. Eur. Respir. J. 45: 1055–1065. 10.1183/09031936.0018431425537565

[bib34] ObalF.Jr., AltJ., TaishiP., GardiJ., and KruegerJ. M., 2003 Sleep in mice with nonfunctional growth hormone-releasing hormone receptors. Am. J. Physiol. Regul. Integr. Comp. Physiol. 284: R131–R139. 10.1152/ajpregu.00361.200212388430

[bib35] ParksB. W., NamE., OrgE., KostemE., NorheimF., 2013 Genetic control of obesity and gut microbiota composition in response to high-fat, high-sucrose diet in mice. Cell Metab. 17: 141–152. 10.1016/j.cmet.2012.12.00723312289PMC3545283

[bib36] PhilipV. M., SokoloffG., Ackert-BicknellC. L., StrizM., BranstetterL., 2011 Genetic analysis in the Collaborative Cross breeding population. Genome Res. 21: 1223–1238. 10.1101/gr.113886.11021734011PMC3149490

[bib37] QuinceC., LanzenA., CurtisT. P., DavenportR. J., HallN., 2009 Accurate determination of microbial diversity from 454 pyrosequencing data. Nat. Methods 6: 639–641. 10.1038/nmeth.136119668203

[bib38] QuinceC., LanzenA., DavenportR. J., and TurnbaughP. J., 2011 Removing noise from pyrosequenced amplicons. BMC Bioinformatics 12: 38 10.1186/1471-2105-12-3821276213PMC3045300

[bib39] RockmanM. V., 2008 Reverse engineering the genotype-phenotype map with natural genetic variation. Nature 456: 738–744. 10.1038/nature0763319079051

[bib40] SavageD. C., and DubosR., 1968 Alterations in the mouse cecum and its flora produced by antibacterial drugs. J. Exp. Med. 128: 97–110. 10.1084/jem.128.1.975662019PMC2138511

[bib41] SchlossP. D., and HandelsmanJ., 2004 Status of the microbial census. Microbiol. Mol. Biol. Rev. 68: 686–691. 10.1128/MMBR.68.4.686-691.200415590780PMC539005

[bib42] SnijdersA. M., LangleyS. A., KimY.-M., BrislawnC. J., NoeckerC., 2016 Influence of early life exposure, host genetics and diet on the mouse gut microbiome and metabolome. Nat Microbiol. 2: 16221 10.1038/nmicrobiol.2016.22127892936

[bib43] SporA., KorenO., and LeyR., 2011 Unravelling the effects of the environment and host genotype on the gut microbiome. Nat. Rev. Microbiol. 9: 279–290. 10.1038/nrmicro254021407244

[bib44] StoreyJ. D., 2002 A direct approach to false discovery rates. J. R. Stat. Soc. Series B Stat. Methodol. 64: 479–498. 10.1111/1467-9868.00346

[bib45] StoreyJ. D., TaylorJ. E. and SiegmundD., 2004 Strong control, conservative point estimation, and simultaneous conservative consistency of false discovery rates: a unified approach. J. R. Stat. Soc. Series B. Stat. Methodol. 66: 187–205. 10.1111/j.1467-9868.2004.00439.x

[bib46] ThaissC. A., ZeeviD., LevyM., Zilberman-SchapiraG., SuezJ., 2014 Transkingdom control of microbiota diurnal oscillations promotes metabolic homeostasis. Cell 159: 514–529. 10.1016/j.cell.2014.09.04825417104

[bib47] TothL. A., and KruegerJ. M., 1989 Effects of microbial challenge on sleep in rabbits. FASEB J. 3: 2062–2066. 10.1096/fasebj.3.9.26635822663582

[bib48] TurnbaughP. J., LeyR. E., MahowaldM. A., MagriniV., MardisE. R., 2006 An obesity-associated gut microbiome with increased capacity for energy harvest. Nature 444: 1027–1031. 10.1038/nature0541417183312

[bib49] TurnbaughP. J., HamadyM., YatsunenkoT., CantarelB. L., DuncanA., 2009 A core gut microbiome in obese and lean twins. Nature 457: 480–484. 10.1038/nature0754019043404PMC2677729

[bib50] ValdarW., FlintJ., and MottR., 2006 Simulating the collaborative cross: power of quantitative trait loci detection and mapping resolution in large sets of recombinant inbred strains of mice. Genetics 172: 1783–1797. 10.1534/genetics.104.03931316361245PMC1456308

[bib51] Valles-ColomerM., FalonyG., DarziY., TigchelaarE. F., WangJ., 2019 The neuroactive potential of the human gut microbiota in quality of life and depression. Nat. Microbiol. 4: 623–632. 10.1038/s41564-018-0337-x30718848

[bib52] Vijay-KumarM., AitkenJ. D., CarvalhoF. A., CullenderT. C., MwangiS., 2010 Metabolic syndrome and altered gut microbiota in mice lacking Toll-like receptor 5. Science 328: 228–231. 10.1126/science.117972120203013PMC4714868

[bib53] WeisburgW. G., BarnsS. M., PelletierD. A., and LaneD. J., 1991 16S ribosomal DNA amplification for phylogenetic study. J. Bacteriol. 173: 697–703. 10.1128/JB.173.2.697-703.19911987160PMC207061

[bib54] WenL., LeyR. E., VolchkovP. Y., StrangesP. B., AvanesyanL., 2008 Innate immunity and intestinal microbiota in the development of Type 1 diabetes. Nature 455: 1109–1113. 10.1038/nature0733618806780PMC2574766

[bib55] WillingB. P., DicksvedJ., HalfvarsonJ., AnderssonA. F., LucioM., 2010 A pyrosequencing study in twins shows that gastrointestinal microbial profiles vary with inflammatory bowel disease phenotypes. Gastroenterology 139: 1844–1854.e1. 10.1053/j.gastro.2010.08.04920816835

[bib56] WuH. J., IvanovI. I., DarceJ., HattoriK., ShimaT., 2010 Gut-residing segmented filamentous bacteria drive autoimmune arthritis via T helper 17 cells. Immunity 32: 815–827. 10.1016/j.immuni.2010.06.00120620945PMC2904693

[bib57] YalcinB., AdamsD. J., FlintJ. and KeaneT. M., 2012 Next-generation sequencing of experimental mouse strains. Mamm. Genome. 23: 490–498. 10.1007/s00335-012-9402-622772437PMC3463794

[bib58] YangH., BellT. A., ChurchillG. A., and Pardo-Manuel de VillenaF., 2007 On the subspecific origin of the laboratory mouse. Nat. Genet. 39: 1100–1107. 10.1038/ng208717660819

How the deposited data were processed for this re-analysis (not part of the article)

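Cecal RNA of 207 CC mice (101 labelled female, 104 labelled male and 2 of unclear sex) was measured on 1 Illumina BeadChip array each. The authors read the arrays with BeadStudio 3.0.19, the version also named in the submitters' processing notes, and applied rank-invariant normalization without background subtraction. The values the authors deposited are linear intensities, not log values, for 45281 probes, with no detection p-value used here. This table precedes the paper's filter on probes over founder SNPs, and which probes the filter removed is not known here, so the values include them. On 8 arrays, intensities reached below 0 although no background subtraction is described, and their highest values (134742 or more) were above those of most other arrays (median 39022). How these 8 arrays came to differ is not given in the sources used here.
The comparisons had been set for log2 values before the data were examined. Because the deposited intensities are linear, values under 16 were set to 16 and log2 was taken. The floor of 16 applied to 71305 values (0.761%). Alternatives were quantile normalization of the log2 values, subtraction of each array's 5th percentile with an offset of 16, and a floor of 32. No values of different arrays were identical in all probes, and the highest correlation between arrays over probes above background was 0.984, between the female and the male of 1 line. Gene names came from the platform annotation, updated through the reference gene table (GRCm38.p6), with 34885 probes of 1 gene, 18 of several and 10378 without a name. A probe with several genes was not named.
A line was read from the first number of the animal identification. The numbers fell into a low series (116 mice) and a high series (90 mice), split at 100, and 1 mouse was in neither. What the series mean is not stated in the paper's text. The line ICC was computed from a one-way analysis of variance of sex-centred values over the 92 lines with a female and a male, with a 95% interval and an F-test of line. Females and males were compared with limma 3.58.1 (lmFit and eBayes) in R 4.3.3, and 29 gene lists, fixed at the same time, were tested with camera at a preset correlation of 0.01. The list median of the line ICC was compared with 10000 random lists of the same size matched on mean level. Correlations between transcripts were computed over line means with 100000 permutations. Adjusted p-values are those of Benjamini-Hochberg, and a p given without that word is unadjusted. The other computations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.
Mice of a breeding line share ancestry and so part of their genotype, though these lines were not fully inbred, and the line pairs the sexes. By the paper's methods the lines were caged apart from each other, so mice of a line may also share their environment. The deviations of the female and the male of a line had a median correlation of 0.213 over 91 lines with 1 of each, and 64.8% of these pairs were over 0.1, against a median of -0.00805 between mice of different lines. The consensus correlation within lines was 0.0396.
Named in the text are the 6 network genes, the genes of the Micab7 interval, members of the gene lists, the 20 genes with the highest line ICC among probes above background with an ICC of 0.3 or more in both number series, and the genes past the threshold between the sexes with the same sign in both series. Levels of 12 and 8 for ND4 and H2-Eb1, and 1 further list of ileal enterocyte genes, were chosen after the data were seen. Principal components were computed from the sex-centred values of all probes, as had been set, after a first version that had used only probes above background, which is kept as an additional alternative.
On simulated data, lines were shuffled and 50 probes each were given an ICC of 0.3, 0.5, 0.7 or 0.9, and the ICC threshold found 28, 49, 50 and 50 of them (17, 49, 50 and 50 with the F-test), with 12 of 45081 other probes called. With shuffled sexes, 50 probes each were given a log2 difference of 0.125, 0.25, 0.5 or 1, and limma found 9, 30, 48 and 50, with 4 of 45081 other probes called. Both correlations given to simulated transcripts over 92 lines were found, and none of 13 other pairs was called.
As a check of the labels, Xist and Y-linked genes were set against the labelled sex. By Xist, 3 labelled females and 4 labelled males lay on the side of the other sex, and by the Y-linked genes 1 labelled female and 17 labelled males did. Of 205 mice, 4 lay on the side of the other sex for both. They were kept with their labels, and the line counts and network correlations were also computed without them. The comparison of the sexes was not run without them. The 2 mice of unclear sex were left out of all fits with a sex term. Genotypes, founder strains, microbial abundances and sleep traits were not analysed here, so no QTL was mapped.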

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

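Of the tests in this part, those of chance by exchange of males between lines and of array-wide differences shared by the mice of a line were chosen only after the counts of probes were seen.
Outside the genes that the paper discusses, Glycam1, a mucin-like gene on chromosome 15, was higher in females by a log2 difference of 1.13 (standard error 0.11, adjusted p = 1.95e-16 from limma). Its mean log2 level was 7.71 ± 1.04 in females (SD, n = 101) and 6.58 ± 0.46 in males (SD, n = 104), and the female was higher in 79 of 91 lines. Mgp, the matrix Gla protein gene, was higher in females by 0.34 (adjusted p = 0.028), in 66 of 91 lines. Chance is excluded for the count of 16 probes that differed between the sexes, since 1 of 100 exchanges of the labels, the real one, gave as many. The highest count of the others was 1. Of the 8 genes past the threshold, 6 lie on the sex chromosomes, so this count is no test of Glycam1 or Mgp alone.
ND4, with a line ICC of 0.847, and the list medians of 0.402 for MHC class II genes and 0.298 for xenobiotic metabolism genes lie outside the genes that the paper discusses too, and belong to the broader pattern of 2366 probes with a line ICC of 0.3 or more and 2697 with a line effect. Chance is made unlikely at the 0.05 level but is not excluded. Of 100 exchanges of males between lines, the real one included, 2 gave as many probes for either count. The highest of the other exchanges gave 5585 and 8289, above the real counts and far above the medians of 25 and 0. What set this exchange apart was not tested. The exchanges were not run without the 8 arrays with values below 0, so the part of these arrays in it is not known. Other probes of genes with an ICC of 0.3 or more had a median ICC higher by 0.0817 than other probes of the remaining genes (0.138 against 0.0567, largest of 10000 permuted differences 0.0202). Of them, 25.2% reached an ICC of 0.3, against 6.01%, while their median correlation with the gene's brightest probe was 0.385 against 0.381. A sequence variant under a probe is not excluded by this. The probes were not matched on level, and another probe of a gene may also lie over a founder SNP. A variant may account for genes such as Cdv3 whose other probe had an ICC of -0.0229. For genes with no other probe above background, such as ND4, it was not tested. After 10 principal components were removed, 6245 probes had an ICC of 0.3 or more, where 20 exchanges of males gave at most 313. This argues against array-wide differences along these components as the source of the count. Differences shared only by mice of the same line may lie outside the components. The exchanges break such differences up too, so they are not excluded. Inherited differences between the lines stay open as a hypothesis, untested here because genotypes were not used. The paper describes lines that were caged apart from each other, so inherited differences cannot be told apart from a shared environment by the line ICC.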

How the results depend on the processing

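Alternatives named as without 8 arrays, without 4 mice, with a floor of 32 and with components of probes above background were chosen after seeing the data. The probes with a line ICC of 0.3 or more, 2366, were within 1.5 times of this under the others, and 3958 in the high number series, 6245 and 6128 with 10 components of all probes or of those above background removed, and 3867 without the 8 arrays with values below 0. The 2697 probes with a line effect became 4146 with quantile normalization, 4075 with rank-Z values, 8535 and 8176 with components removed, 4988 without the 8 arrays, and 1578 and 1339 in the low and high series alone, which hold fewer lines. Of the 2366 probes, 2242 were among those with components of all probes removed and 2210 among those without the 8 arrays. Without the 4 mice whose sex-linked genes differ from their label, the counts were 2491 and 2779.
The 16 probes that differed between sexes became 32 without the 8 arrays, which held all 16. With line as a replicate block, fixed or random, they were 17 and 16, and 15 were shared with the fixed block. With 10 components as covariates they were 3272 (all probes) and 993 (probes above background), which cannot be read as sex differences: on 20 exchanges of the labels the medians were 3624.5 and 2178, because the components were made from sex-centred values. The 6 list shifts between the sexes became 2 with an estimated correlation, 3 with the replicate block and 11 without the 8 arrays. The number series had 0 probes under every alternative. The 2 lists past the threshold for line ICC became 1 with either kind of component removed.
The 9 network pairs became 5 in males, 1 with either kind of component removed, 5 as partial correlations and 5 without the 8 arrays. Among pairs past the threshold as reported or under the alternative, the r changed sign with components of all probes or of those above background removed for Lepr and Vegfa (-0.0194 and -0.0348), Vegfa and Vegfb (0.103 and 0.110) and Vegfb and Vegfc (0.144 and 0.172), and with the mean of all probes of a gene for Lepr and Vegfa (-0.0409), Lepr and Vegfb (0.0791), Lepr and Nr2f2 (0.726), Lepr and Igf1r (0.358) and Vegfb and Igf1r (-0.415). Pairs past it in neither, such as Vegfa and Vegfc and Vegfa and Nr2f2, also changed sign. For these changes, other than those given with a reason, the cause was not tested. Of 1134 further values of line ICC of named genes, 1059 kept their side of the threshold, as did 166 of 168 sex differences and 145 of 195 correlations. Signal near background limits Lepr (6.35 against a background of 6.33).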

Differences from the paper's values

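The numbers of probes, of genes, of breeding lines and of interval genes, and the number of probes past a heritability or line ICC of 0.3, lie within 1.5 times of the paper's (45281 against the paper's 36308 probes, 19057 against 27149 genes, 113 against 102 lines, 46 against 42 interval genes and 2366 against 1990 probes), although the last compares CC lines here with founder populations in the paper, and the probes over SNPs were removed only in the paper. Of the alternatives set before the data were examined, those only with probes above background, number series as a covariate, no sex term and background subtraction keep the last number within 1.5 times of the paper's, and quantile normalization (3264), rank-Z values (3023), the low series (2989), the high series (3958) and removal of 10 components (6245) do not.
Figure 2E, read by eye, joins 5 pairs of the 6 transcripts by edges. Of these, Lepr with Nr2f2 (r = -0.504) and Vegfb with Vegfc (r = -0.294) passed the threshold here, and Igf1r with Lepr (r = -0.0736), Igf1r with Vegfb (r = 0.153) and Vegfc with Vegfa (r = 0.108) did not. With the mean of all probes of each gene, Igf1r with Lepr (r = 0.358, adjusted p = 0.0039) and Igf1r with Vegfb (r = -0.415, adjusted p = 0.0039) passed, and in females alone Igf1r with Vegfb did (r = 0.237, adjusted p = 0.0336). Vegfc with Vegfa passed under none of the settings. The paper's network also held genotypes, Odoribacter and sleep, and an edge in it is not a pairwise correlation.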

Other observations

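Of the tests in this part, those of line as the source of the fifth component and of random sets of 6 genes were chosen only after the result was seen, and the ileal list and the fits without 8 arrays were chosen after seeing the data. Besides Glycam1 and Mgp, 6 genes on the sex chromosomes differed between females and males, which brings the genes past the threshold to 8. Xist, the RNA that silences an X chromosome, was higher in females by a log2 difference of 4.92 (adjusted p = 1.22e-77 from limma) and in 90 of 91 lines. Kdm6a and Eif2s3x, which escape X inactivation, were higher in females by 0.59 and 0.43. The Y-linked genes Eif2s3y, Kdm5d and Uty had female minus male differences of -3.52, -1.66 and -0.80. No autosomal gene other than Glycam1 and Mgp passed with all arrays. Without the 8 arrays with values below 0, the 16 probes past the threshold (9 higher in females, 7 in males) became 32 (12 and 20). The difference between number series in the effect of sex passed for 0 probes in limma (2260 at an unadjusted p under 0.05). Between the low series (63 lines) and the high series (48 lines), 0 probes differed in limma (1584 at an unadjusted p under 0.05), and with a count of 0 the splits (100 of 100 with as many, highest of the others 0) are no test of chance.
Beyond the MHC class II and xenobiotic metabolism genes, no list passed the comparison of its median line ICC with random lists. Of 15 circadian clock genes, Dbp (line ICC 0.387) and Ciart (0.343) had a line effect (3 genes when adjusted over the list alone). Of 10 enteroendocrine markers, Pyy (0.393), Gcg (0.306) and Tph1 (0.295) had a line effect (5 when adjusted over the list alone). Of 12 interferon response genes and of 10 MHC class I genes, 3 each did (6 each when adjusted over the list alone), and the lists as a whole had adjusted p of 0.113 each. With all arrays and no components removed, line effects were found for 0 of 8 stem and proliferation genes, 0 of 12 immediate early and heat shock genes, 0 of 10 B and plasma cell markers and 0 of 4 red cell genes in the F-test of line, and also when adjusted over the list alone.
Between females and males, 6 of 29 lists shifted with camera at the preset correlation (3 higher in females, 3 lower), and 11 did without the 8 arrays with values below 0 (7 higher, 4 lower), among them antimicrobial and epithelial defence genes (adjusted p = 0.0012) and B and plasma cell markers (0.00304). With all arrays these 2 lists were not past the threshold (0.181 and 0.0938, and 0.592 each with an estimated correlation). With probes above background, 8 lists shifted. The list of X-inactivation and escape genes and that of Y-linked genes were also past the threshold with an estimated correlation. Macrophage and granulocyte markers (adjusted p = 0.00494) and IGF, leptin and VEGF signalling genes (adjusted p = 0.0252) were higher in females, and absorptive colonocyte markers (0.0252) and immediate early and heat shock genes (0.0252) were lower. These 4 lost the call with an estimated correlation (adjusted p = 0.264 each). With line as a replicate block, the IGF, leptin and VEGF list kept it (adjusted p = 0.00384), and the macrophage (0.0567), absorptive colonocyte (0.073) and immediate early (0.152) lists lost it. None of their genes passed over all probes in limma (adjusted over the list alone, 1 of the immediate early and heat shock genes was lower). Chance could not be excluded for the number of lists, since 14 of 100 exchanges of the labels gave as many, and the highest of the others gave 10.
For the network correlations, a candidate explanation is array-wide differences that move most probes together. The median absolute r over all 15 pairs was 0.282, against a median of 0.177 and a 95th percentile of 0.351 in 10000 random sets of 6 genes matched on level (one-sided p = 0.137), so correlations of this size also arise in random sets. For the 9 pairs past the threshold, chosen by their size, the median absolute r of 0.504 was above the random median of 0.181 and below the 95th percentile of single random pairs (0.550), which does not decide between explanations. Of these pairs, Vegfb with Nr2f2 (percentile 99.1 of random pairs matched on level) and Lepr with Vegfb (97.5) lay above the 95th percentile, and Nr2f2 with Igf1r lay at 93.2. With components removed, 8 of the 9 calls were lost. The call of Nr2f2 with Igf1r was kept there (r = 0.339, adjusted p = 0.0137) but lost in males alone and with the mean of all probes, and a haplotype shared by these neighbouring genes was not tested.
The fifth principal component of probes above background, 3.66% of the variance, had genes of the small intestine on 1 side, among them the alpha-defensin Defa20, Sis and Apoa1, and Lypd8, Reg4 and Sprr2a1 on the other. A hypothesis was that RNA from small intestine entered some samples. The mean of 12 ileal enterocyte genes, of which 8 were above background in the cecum, outside the component's own correlated with it at r = 0.179 (permutation p = 0.0101, 205 mice, interval of the absolute r 0.0428 to 0.308), rho was 0.00342, and r was 0.0999 without the 2 mice farthest from the median. On this list Alpi (mean log2 level 8.63) and Apob (7.91), both above background, had an r of -0.238 and 0.152 with the component, and the highest r were those of Fabp1 (0.429) and Fabp2 (0.397), both below background. The r of 0.179 is below the 0.5 that was set for the hypothesis and does not reach the exclusion limit of 0.2 with its interval, so small intestinal RNA cannot be told apart from other sources by it. For 10 exocrine pancreas markers, of which 4 were above background, including Cela1 (mean log2 level 9.15), r was 0.290 (0.160 to 0.411), which leaves that source open but is not specific to pancreas, since r was 0.406 for enteric neuron and glia markers, 0.406 for tuft cell markers and -0.293 for fibroblast and matrix genes. Line as the source is excluded at an ICC of 0.3, since the line ICC of the component was 0.0400 (95% interval -0.163 to 0.240).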
